# Sex-dependent regulation of vertebrate somatic growth and aging by germ cells

**DOI:** 10.1126/sciadv.adi1621

**Published:** 2024-06-12

**Authors:** Kota Abe, Hikaru Ino, Tomomi Niwa, Daniel Semmy, Ayami Takaochi, Takashi Nishimura, Chihiro Mogi, Maki Uenaka, Masaru Ishii, Kaori Tanaka, Yasuyuki Ohkawa, Tohru Ishitani

## Abstract

The function of germ cells in somatic growth and aging has been demonstrated in invertebrate models but remains unclear in vertebrates. We demonstrated sex-dependent somatic regulation by germ cells in the short-lived vertebrate model *Nothobranchius furzeri*. In females, germ cell removal shortened life span, decreased estrogen, and increased insulin-like growth factor 1 (IGF-1) signaling. In contrast, germ cell removal in males improved their health with increased vitamin D signaling. Body size increased in both sexes but was caused by different signaling pathways, i.e., IGF-1 and vitamin D in females and males, respectively. Thus, vertebrate germ cells regulate somatic growth and aging through different pathways of the endocrine system, depending on the sex, which may underlie the sexual difference in reproductive strategies.

## INTRODUCTION

Life history theory, a principle of evolutionary biology, suggests that reproduction increases the costs of somatic investment (*1*–*3*). Similarly, a possible trade-off between germ cells and the growth and maintenance of the soma, the disposable soma theory, is a central tenet of the biology of aging (*4*–*6*). Although studies to date strongly support the existence of this trade-off (*7*, *8*), it is unclear whether the trade-off is the direct result of conflicts in resource allocation or stems from molecular signals that inversely regulate somatic and reproductive investments (*2*). The existence of the latter trade-off has been suggested in studies on *Caenorhabditis elegans*. Ablation of germline precursor cells extends the life span of *C. elegans*, but ablation of the entire gonad has no effect, suggesting that gonad-dependent signals influence life span (*9*, *10*). The specific ablation of germ cells also extends the life span of *Drosophila melanogaster* (*11*). However, the effect of germ cell removal on vertebrate somas remains largely unclear.

Given that somatic growth and aging are inevitably linked, the interaction between reproduction and the soma becomes more complex. In *C. elegans*, germline ablation increases both growth and life span (*2*). However, from a life history perspective, the more organisms invest in growth, the less they invest in soma maintenance (*12*, *13*). An inverse correlation between growth and life span has been reported in many vertebrate species, including fish, reptiles, and mammals (*14*–*16*). Accordingly, the interaction between the three factors, reproduction, somatic growth, and aging, and the molecular basis for this connection remain largely unexplored. In particular, the effects of germ cell removal on somatic growth and aging in vertebrates are poorly understood, hampered by the long life span of available model organisms such as mice, zebrafish, and medaka, although one recent study in zebrafish suggested that germ cell removal improves somatic regeneration (*6*). To address this question, we conducted germ cell removal in a short-lived (several months of life span) and fast-growing (sexual maturation in approximately one month) vertebrate model, the African turquoise killifish (*Nothobranchius furzeri*) (*17*, *18*).

## RESULTS

### Germ cell removal affects the life span of *N. furzeri* in a sex-dependent manner

To investigate the role of germ cells in the regulation of somatic growth and aging in *N. furzeri*, we injected morpholino antisense oligonucleotides (MOs) to knock down the germline-specific gene *dead end* (*dnd*) (fig. S1, A and B). The *dnd* gene is essential for the normal migration and survival of primordial germ cells; therefore, knockdown of *dnd* resulted in the production of germ cell–removed animals without observable side effects on somatic tissues (*6*, *19*). To check whether germ cells were removed, we generated a Tg (*vasa:EGFP*) transgenic line with an enhanced green fluorescent protein (EGFP) driven by the germ cell–specific promoter, *vasa* (*20*). Using *vasa*:*EGFP*, we confirmed that germ cells were lost in *dnd* knockdown morphants at 12 days postfertilization when organogenesis was nearly complete (Fig. 1A) (*21*). These germ cell–depleted embryos developed into fish that appeared phenotypically as males and females, as determined by their body color (Fig. 1B). When males mated with control females, they displayed normal mating behavior. Germ cell–depleted fish of both sexual phenotypes had gonads with tube-like structures (Fig. 1C).

**Fig. 1.**
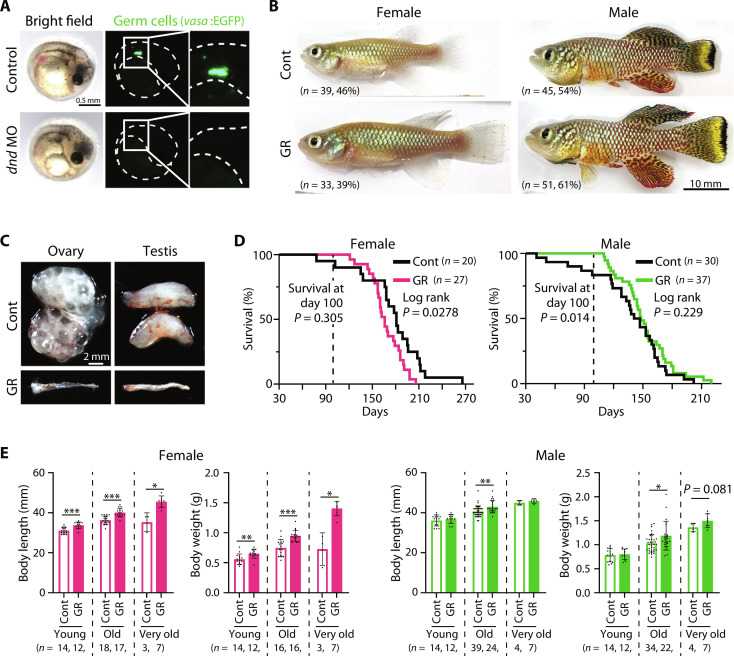
Germ cell removal modulates life span and body size in *N. furzeri*. (**A**) Germ cell–removed *N. furzeri* embryo by injecting morpholino antisense oligo (MO) against *dnd* at 12 days postfertilization. Germ cells were visualized by EGFP expression in Tg (*vasa:EGFP*) transgenic strain. (**B**) Adult control (Cont) and germ cell–removed *N. furzeri* (GR)*.* (**C**) Gonads of control (Cont) and germ cell–removed *N. furzeri* (GR)*.* (**D**) Life span of control and germ cell–removed *N. furzeri*. Left: Survival curves of control (Cont, black) versus germ cell–removed female (GR, magenta). Right: Survival curves of control (Cont, black) versus germ cell–removed male (GR, green). (**E**) Quantifications of body length and body weight of control (Cont) and germ cell–removed (GR) *N. furzeri*. Animals measured at each time point are different individuals. *P* values are from Welch’s *t* test (*P < 0.05; **P < 0.01; ***P < 0.001). Bars and error bars represent mean ± SD.

Using this method, we examined the effect of germ cell removal on life span. In females, germ cell removal significantly reduced life span (10% decrease in median survival and 6.6% decrease in mean survival) (Fig. 1D). In contrast, in the germ cell–depleted males, the survival rate at old age (100 days posthatching) was significantly increased, the median survival was increased by 3.5%, and mean survival was increased by 13% (Fig. 1D). These effects of germ cell removal on life span were confirmed by another *dnd* MO (figs. S1, A, C, and D, and S2A). These results indicate that vertebrate germ cells play a role in the regulation of life span; however, unlike invertebrate models (*9*, *11*), their roles differ in a sex-dependent manner.

### Germ cell removal increases the body growth of *N. furzeri*

We also examined the effects of germ cell removal on body growth at young (one and a half months: age at sexual maturation), old (three months: age approximately at the 75% survival in wild type), and very old (four and a half months: age approximately at the 25% survival in wild type) ages. In females, germ cell removal significantly increased body length and weight by 10 and 27%, respectively, in old age (Fig. 1, B and E). Although control females hardly grew after old age, germ cell–depleted females continued to grow until they were at very old age (Fig. 1E). In males, body length and weight were increased by 5.7 and 16%, respectively, at old age (Fig. 1, B and E). Both control and germ cell–removed males continued growing until very old age (Fig. 1E). The increase in the body size was confirmed by another *dnd* MO (fig. S2B). These results suggest that germ cells negatively regulate the somatic growth rates in both males and females.

### Germ cell removal does not cause sex reversal but affects steroidogenesis in *N. furzeri*

To examine how these life course events are affected by germ cell removal, we focused on sexual differentiation. Sex is an important factor associated with life span and growth (*22*). Germ cell–depleted embryos develop into adult fish with external male phenotypes in several teleost species, including zebrafish and medaka (*19*, *23*). Therefore, we first examined whether external sexual characteristics coincided with genotypic sex. The sex-determining gene of *N. furzeri* is *gdf6*, and *gdf6* on the Y chromosome differs from *gdf6* on the X chromosome by 22 single-nucleotide variants and a 9-bp deletion (*17*). By genotyping to detect the 9-bp deletion, we found that external sexual characteristics, judged by body color, did not differ from genotypic sex in *N. furzeri* (Figs. 1B and 2A). Next, we examined the sexual characteristics of the gonads. Reverse transcription polymerase chain reaction (RT-PCR) revealed that germ cell removal did not increase the expression of male genes (*dmrt1* and *cyp11c*) in female gonads (Fig. 2B). Similarly, it did not up-regulate female gene expression (*foxl2* and *cyp19a1a*) in male gonads (Fig. 2B). These results indicated that germ cell removal does not affect sex determination in *N. furzeri*. Notably, the expression of female genes, especially *cyp19a1a*, which encodes estrogen synthetase, was substantially reduced in the gonads of germ cell–removed females (Fig. 2B), suggesting that steroid hormone production was abrogated. Consistently, mass spectrometry analysis revealed that estradiol levels were drastically reduced in germ cell–removed females (Fig. 2C). We also confirmed that germ cell removal did not reverse the levels of sex steroids but reduced the level of 11-ketotestosterone in males at a young age (Fig. 2, C and D). These data suggest that the germ cells of *N. furzeri* are not determinants of sexual fate but affect the production of sex hormones, especially in females.

**Fig. 2.**
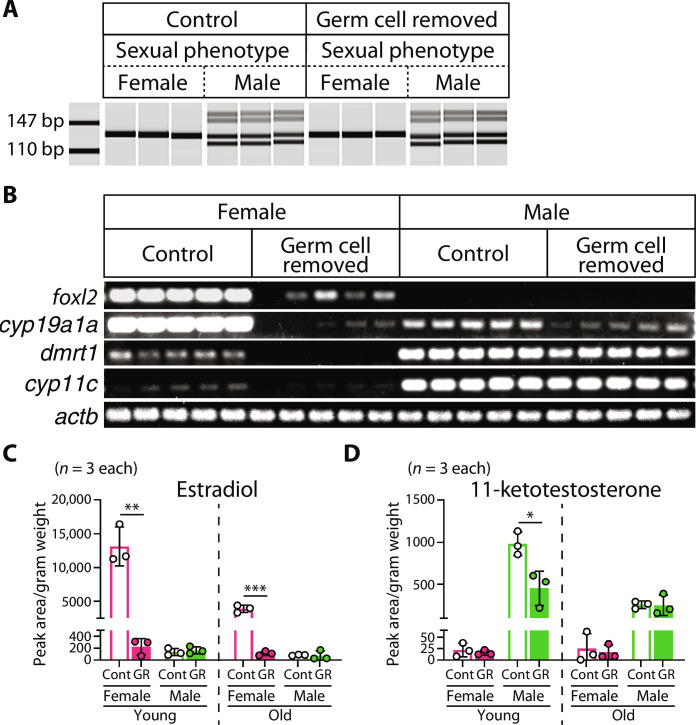
Germ cell removal does not cause sex reversal but affects steroidogenesis in *N. furzeri.* (**A**) Heteroduplex mobility assay for genotyping of *gdf6*, the sex-determining gene of *N. furzeri*. In genotypic female, a single 134-bp PCR product from X chromosome is detected. In genotypic male, 125-bp PCR product from Y chromosome is mixed, and thus four bands including two kinds of hetero dimers are detected. (**B**) RT-PCR analysis of male markers, *dmrt1* and *cyp11c*, and female markers, *foxl2* and *cyp19a1a* in adult gonads at young age, *actb* is used as internal control. (**C** and **D**) Quantification of (C) estradiol and (D) 11-ketotestosterone levels extracted from the whole body of *N. furzeri* at young and old age. Cont, control. GR, germ cell removed. *P* values are from Welch’s *t* test (*P < 0.05; **P < 0.01; ***P < 0.001). Bars and error bars represent mean ± SD.

### Germ cell–removed females exhibit altered health status associated with reduced estrogen signaling

Our results suggest that germ cell removal has systemic effects on the body. To investigate these effects at the molecular level, we performed RNA sequencing (RNA-seq) on the liver and skeletal muscles, which are major organs in the body. 

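Livers and skeletal muscles of control fish and of fish injected with the dnd morpholino, which removes germ cells, were profiled by BRB-seq. In this 3′ RNA-seq method each animal's cDNA carries a barcode and many animals are sequenced as 1 pool. The 40 liver libraries formed 1 pool and the 40 muscle libraries another, each with 5 control and 5 germ cell–removed animals of either sex at 1.5 months (young) and 3 months (old). The authors demultiplexed the reads by barcode, mapped them to the killifish genome, and counted unique molecular identifiers (UMIs) per gene, and the deposited counts are not normalized. Between 48679 and 180764 UMIs were counted in the livers of young control females, with a median of 75869, and between 163968 and 253459 in those of young germ cell–removed females, with a median of 199071. In old females the range was 28062 to 124113 for control livers (median 53237) and 187635 to 256671 for germ cell–removed livers (median 205936). Male livers had 222229 to 1137242 UMIs. By the deposited labels, the reads of the 10 germ cell–removed female livers had been subsampled to a common number before counting, whereas those of the 10 control female livers and the 20 male livers had not. The paper's methods state that reads were sampled for female liver and for muscle. A gene with 0 counts in the smallest female library was not detectable below 3 counts in 28062. Transcripts of the dnd gene, listed as DND (Nfu_g_1_016932 and Nfu_g_1_023539), gave 0 to 3 counts in any female liver or muscle library, and those of VASA (Nfu_g_1_022439) 0 to 2. Each sex and age was tested on its own, with the 5 control against the 5 germ cell–removed libraries, by edgeR's quasi-likelihood test after TMM normalization, over the genes with at least 10 counts in total. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 are called DEGs. Values of single genes are given as normalized counts (CPM) on TMM-scaled library sizes, as mean ± SD. Their group means were compared by an exact two-sided permutation test over all 252 arrangements of 5 against 5 animals, whose smallest possible p-value is 0.007937. In the deposited table the male liver counts fill 20406 lines and the gene annotation 18529, and the male counts are shifted against the gene names. The male lines of fga, fgb, fgg, acaca, scd, dgat2 and cyp2r1 were found by matching the 20 values per gene that the paper lists in Data file S4. Each gene matched exactly 1 line, 513 to 1431 lines away from its name. Other male liver lines were tested without a gene name.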

First, we focused on the female livers. Gene Ontology (GO) term enrichment analysis of differentially expressed genes (DEGs) revealed that estrogen signaling was down-regulated by germ cell removal, specifically in females, consistent with the decreased levels of estradiol (Fig. 3A and fig. S3). In addition, coagulation-related genes, including *fga*, *fgb*, and *fgg*, were up-regulated only in females (Fig. 3B and figs. S3 and S4A). Moreover, although GO term was not significantly enriched, key genes involved in fatty acid biosynthesis and triglyceride biosynthesis (*acaca*, *scd*, and *dgat2*) were also up-regulated, specifically in females (Fig. 3C and fig. S4B). Both increased coagulation factors and abrogated lipid metabolism are observed during human menopause, a phenomenon associated with decreased estrogen levels (*24*). 

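In young female liver 523 of the 5459 genes tested were DEGs, of which 426 were higher and 97 lower in germ cell–removed fish. In old female liver 496 of 5576 genes were DEGs, 387 higher and 109 lower. The ages shared 291 DEGs, all with the same direction, where unrelated lists of these sizes would share 49.4. Without control replicate 1, 2, 3, 4 or 5 the count in young females was 290, 283, 281, 316 or 294. With each library left out in turn, the count in old females ranged from 357 to 526. Plain library sizes, without TMM, raised the count of young females to 804 DEGs (735 higher). Thinning every library to the smallest total lowered the counts to 268 in young and 247 in old females. The median log2 fold change over all genes tested was 0.43 in young and 0.46 in old females with TMM. It was 0.16 and 0.21 with RLE size factors, and 0.69 and 0.59 on plain library sizes. With every gene with at least 1 count it was 0.59 and 0.83. It fell to 0.034 and 0.15 with edgeR's filter filterByExpr, and to 0.13 and −0.00036 with thinned libraries. In simulated data with the depth and dispersion of these libraries, 200 genes were raised or lowered by 2 on the log2 scale. Their medians came back as 2.20 and −1.80 in young and 2.33 and −1.64 in old females. In male liver and in muscle they were 1.95 to 2.08 and −2.05 to −1.97. Part of the upward shift in female liver can thus arise without a change of the median gene. Changes in female liver are therefore also given relative to the median with TMM. In male liver 0 of 9274 genes were DEGs in young and 0 of 9444 in old fish, and 774 and 404 genes had an unadjusted p under 0.05. Without germ cell–removed replicate 1, 15 genes were DEGs in young males, without control replicate 3, 14, and without control replicate 2, 4 or 5, 2 in each case. When every gene with at least 1 count was tested, the male livers gave 128 DEGs at the young and 47 at the old age. Whether the change of each liver gene differed between the sexes was not tested across all genes, because the male counts are not joined to gene names.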

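The 3 vitellogenin genes, which estrogen induces in the female liver, are OL-VIT1 (Nfu_g_1_002572), Nfu_g_1_002309 and VTG3 (Nfu_g_1_002371). Together they took 21.7 ± 0.547% of the counts of control livers and 0.0122 ± 0.00216% of those of germ cell–removed livers in young females (n = 5 per group, exact two-sided permutation test, p = 0.007937). In old females the shares were 19.0 ± 3.54% and 0.0131 ± 0.00366%, again without overlap between the groups (exact two-sided permutation test, p = 0.007937). VTG3 was at least 507-fold lower in young and at least 379-fold lower in old germ cell–removed females, because its counts there were at the detection floor of 3 or below. All genes that took more than 1% of any library held 55.6 ± 1.26% of the counts of control livers and 35.9 ± 2.49% of those of germ cell–removed livers in young females (26 genes). In old females they held 50.9 ± 3.65% and 29.0 ± 1.01% (21 genes). The estrogen receptor gene ESR1 (Nfu_g_1_018712) had a log2 fold change of −4.04 in young females (standard error 0.41, adjusted p = 1.88e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of −3.16 in old females (standard error 0.42, adjusted p = 1.03e-08). Relative to the median gene its changes were −4.47 and −3.62. The paper's Data file S1 holds separate response-to-estrogen lists of lower and of higher genes. Both were picked from these libraries, so the directions of their genes are not independent evidence. From the list of lower genes, VTG3, AQP12 and LMAN1 were lower DEGs at both ages. AQP12 fell by 2.55 on the log2 scale in young females and was at least 5.19-fold lower in old females, and LMAN1 had log2 fold changes of −1.20 and −1.29. AGXTB, FBP1B, UCP1 and SERPINC1, from the list of higher genes, were higher DEGs at both ages. Their log2 fold changes were 1.90, 1.08, 1.53 and 1.20 in young and 1.49, 1.14, 2.23 and 1.50 in old females. Relative to the median gene they were 1.47, 0.65, 1.10 and 0.77 in young and 1.04, 0.68, 1.77 and 1.04 in old females. The call of UCP1 in young females was lost without control replicate 1 (adjusted p = 0.0704), 2 (0.0650), 4 (0.0519) or 5 (0.0714) or germ cell–removed replicate 4 (0.0783), by edgeR's test in each case. It was also lost with DESeq2's Wald test, filterByExpr or thinned libraries, and over all alternatives its adjusted p ranged from 0.00133 to 0.429. In old females AGXTB was no longer called with DESeq2's Wald test, filterByExpr or thinned libraries (range 1.78e-08 to 0.282), FBP1B with thinned libraries (1.16e-05 to 0.251), and UCP1 with thinned libraries (4.81e-06 to 0.0549). The GO term enrichment itself was not analysed here. From the enriched terms, the paper concludes that estrogen signaling was down-regulated by germ cell removal in females specifically, and it refers to the lower estradiol.

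**Figure D1:**
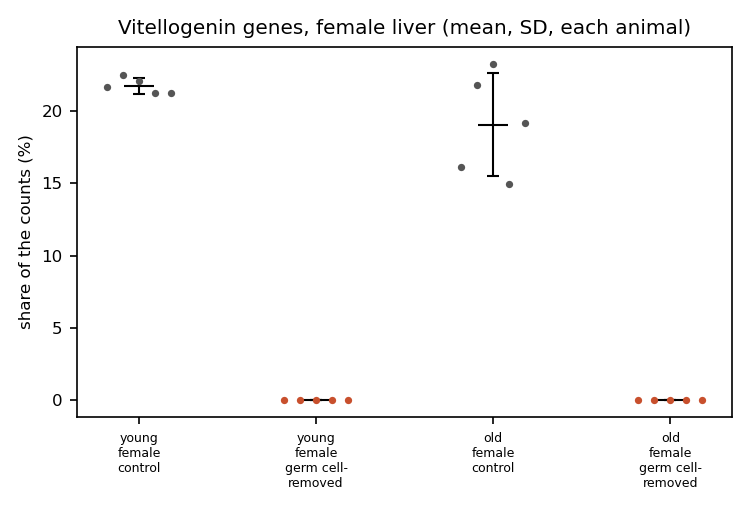
Share of all counts, in percent, taken by the 3 vitellogenin genes in female livers, by age and treatment. Horizontal lines and error bars are mean ± SD, points are animals (n = 5 per group), and the means are 21.7% and 19.0% in control and 0.0122% and 0.0131% in germ cell–removed females.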

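The fibrinogen genes fga (Nfu_g_1_019160), fgb (Nfu_g_1_019225) and fgg (Nfu_g_1_007204) were higher in every germ cell–removed female liver than in any control liver of the same age. For each gene and age this is an exact two-sided permutation p of 0.007937 (n = 5 per group). In young females fga rose from 598 ± 80.5 to 1681 ± 375 CPM, fgb from 2406 ± 411 to 6583 ± 1169 CPM, and fgg from 1773 ± 308 to 5652 ± 1174 CPM. In old females the values were 1064 ± 356 and 3957 ± 498 CPM for fga, 4108 ± 1499 and 16170 ± 2214 CPM for fgb, and 3504 ± 1321 and 14461 ± 1351 CPM for fgg. The log2 fold change of fga was 1.47 in young (standard error 0.18, adjusted p = 1.83e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.88 in old females (standard error 0.26, adjusted p = 3.25e-08). Those of fgb were 1.45 and 1.97 and those of fgg 1.66 and 2.03, with adjusted p-values of at most 3.82e-08. Relative to the median gene, the changes of fga, fgb and fgg were 1.04, 1.02 and 1.23 in young and 1.42, 1.51 and 1.58 in old females. With each library left out in turn, fga stayed between 1.25 and 1.43 in young and between 1.73 and 2.01 in old females. Over the other alternatives it ran from 0.96 with filterByExpr to 1.71 on plain library sizes in young females, and from 1.28 with thinned libraries to 1.97 in old females. In old females its adjusted p ranged over the alternatives from 5.31e-15 to 0.000145. A second line named FGA (Nfu_g_1_019236) had log2 fold changes of 0.86 (adjusted p = 0.0571, edgeR's test) and 0.81 (adjusted p = 0.0864). The coagulation list of Data file S1 was picked by the paper from these libraries, so its test is not independent evidence. Its 11 symbols match 12 genes, of which all 12 had a positive log2 fold change with TMM at either age. In young and old females 11 and 10 were DEGs, and 12 and 12 were called when adjusted over the list alone. The set was higher by limma's camera test with a preset correlation (adjusted p = 2.45e-16 and 1.84e-17 over 30 tests) and also by fry (adjusted p = 6.72e-05 and 2.32e-05). With the correlation between genes estimated from the data, camera gave unadjusted p-values of 0.00832 and 0.0032. The median log2 fold change of the set was 1.19 and 1.55. A list of proteins secreted by the liver, which also holds the fibrinogens, had 1.77 and 1.75, so the rise was not limited to coagulation genes.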

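In young males fga was 2432 ± 304 CPM in control and 2587 ± 357 CPM in germ cell–removed livers (exact two-sided permutation test, p = 0.492). The ratio of means was 1.03 for fgb (exact permutation p = 0.730) and 1.03 for fgg (exact permutation p = 0.651). In old males fga was 4768 ± 531 and 4345 ± 1295 CPM (exact permutation p = 0.524). The ratios were 0.950 for fgb (exact permutation p = 0.786) and 0.990 for fgg (exact permutation p = 0.976). Without germ cell–removed replicate 4, fga was lower in old germ cell–removed males by an exact permutation test (p = 0.0397). The male changes of fgb and fgg were small enough for 1 library to turn their direction, as in young males without germ cell–removed replicate 2, where the log2 fold changes were −0.05 and −0.02. In old males fgb turned in 2 fits, to at most 0.02, among them the fit without germ cell–removed replicate 2. The change of fgg turned to at most 0.12 without control replicate 2 or 5 or germ cell–removed replicate 1, 2 or 3. That of fgg also turned to at most 0.0074 with RLE size factors, DESeq2 or filterByExpr. The difference between the sexes was tested by a permutation of residuals over all 63504 arrangements, on log2(CPM + 10), with Benjamini-Hochberg adjustment over 18 tests. This test treats the residuals of females and males as interchangeable, so its p-values are approximate. In control livers 1 count was 5.53 to 35.6 CPM in females and 0.879 to 3.38 CPM in males (plain library sizes), which matters most for genes with few counts. The change in females exceeded that in males by 1.37 and 2.11 on the log2 scale for fga, 1.41 and 2.15 for fgb, and 1.62 and 2.19 for fgg in young and old fish. The two-sided adjusted p-values were 0.000142 to 0.000189 by this permutation test. Taken relative to the median gene of each sex, the differences were 0.93 and 1.65, 0.98 and 1.69, and 1.19 and 1.73, with adjusted p-values of 0.000567 to 0.0017 (same permutation test).

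**Figure D2:**
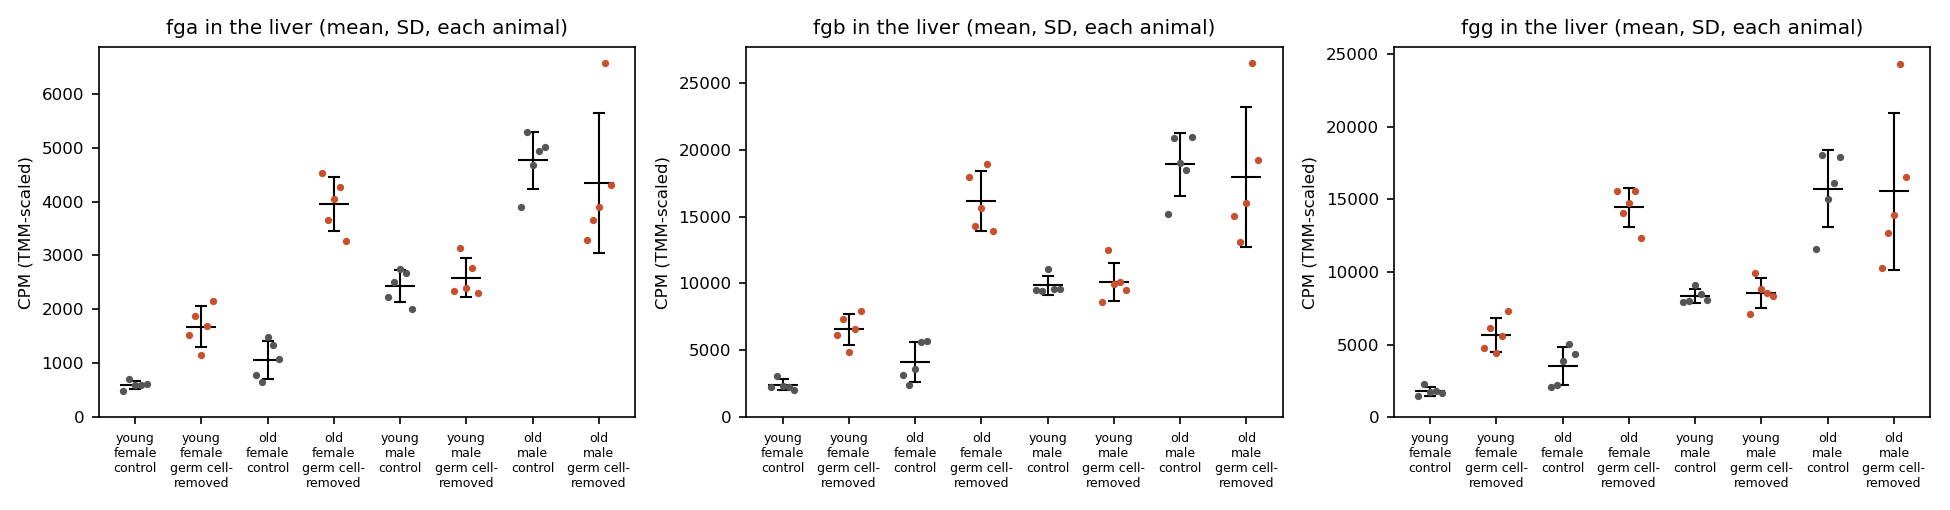
CPM of fga, fgb and fgg in livers by sex, age and treatment. Horizontal lines and error bars are mean ± SD and points are animals (n = 5 per group); in females every germ cell–removed animal lies above every control of its age.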

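In the livers of young females acaca (Nfu_g_1_005164) was 72.5 ± 34.9 CPM in control and 180 ± 73.0 CPM in germ cell–removed fish (n = 5 per group, exact two-sided permutation test, p = 0.0238). It had 2 to 12 and 18 to 57 counts per library. In old females it was 86.4 ± 56.2 and 299 ± 62.0 CPM (exact permutation p = 0.007937). The gene scd (Nfu_g_1_023210) was 59.4 ± 37.2 and 187 ± 67.4 CPM in young females (exact permutation p = 0.0159) and 31.5 ± 19.0 and 51.8 ± 20.5 CPM in old females (exact permutation p = 0.151). The gene dgat2 (Nfu_g_1_017163) was 71.9 ± 42.1 and 210 ± 58.3 CPM in young (exact permutation p = 0.007937) and 26.4 ± 27.8 and 101 ± 53.8 CPM in old females (exact permutation p = 0.0397). The log2 fold changes in young females were 1.25 for acaca (standard error 0.33, adjusted p = 0.00999, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1.55 for scd (0.34, adjusted p = 0.00194) and 1.41 for dgat2 (0.31, adjusted p = 0.00162). In old females they were 1.88 for acaca (0.35, adjusted p = 4.14e-05), 0.56 for scd (0.50, adjusted p = 0.576) and 1.61 for dgat2 (0.51, adjusted p = 0.0311). Relative to the median gene, acaca, scd and dgat2 changed by 0.81, 1.12 and 0.98 in young and by 1.42, 0.10 and 1.15 in old females. The depth of the control livers limits these genes. With thinned libraries the calls of acaca at both ages and of dgat2 at both ages were lost (adjusted p = 0.394, 0.184, 0.177 and 0.0507, edgeR's test). RLE size factors and DESeq2's Wald test also lost acaca in young females (0.0738 and 0.100) and dgat2 in old females (0.124 and 0.148), and filterByExpr lost acaca in young females (0.104). Over the alternatives the adjusted p ranged from 0.0012 to 0.394 for acaca in young, 3.49e-06 to 0.184 for acaca in old, 0.000173 to 0.177 for dgat2 in young and 0.0146 to 0.148 for dgat2 in old females. In young females the call of acaca was lost without control replicate 1 (0.0994), 2 (0.0650), 4 (0.0871) or 5 (0.115) or germ cell–removed replicate 2 (0.0905), 3 (0.0515) or 5 (0.0627) by edgeR's test. That of scd was lost without control replicate 4 (0.0614). In old females dgat2 lost its call without control replicate 1 (0.0784), 2 (0.0788), 3 (0.0938) or 5 (0.144) or germ cell–removed replicate 1 (0.0742), 3 (0.0649) or 5 (0.0903), by the same test. Its exact permutation p was 0.0635 to 0.0794 without control replicate 2, 3 or 5 or germ cell–removed replicate 1, 3 or 5.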

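In young males the ratio of means was 0.879 for acaca (exact permutation p = 0.492) and 0.792 for scd (exact permutation p = 0.310). The mean of dgat2 was 75.4 ± 11.6 CPM in control and 57.2 ± 7.27 CPM in germ cell–removed livers (exact permutation p = 0.0159, not adjusted). Its log2 fold change of −0.39 was not called by edgeR's test (adjusted p = 0.535). In old males the ratio was 0.905 for acaca (exact permutation p = 0.611), 0.689 for scd (exact permutation p = 0.119) and 1.23 for dgat2 (exact permutation p = 0.548). The change of acaca in old males turned to 0.0095 without control replicate 5 and 0.0017 without germ cell–removed replicate 2, and that of dgat2 to −0.17 without germ cell–removed replicate 1. The change in females exceeded that in males by 1.44 and 2.02 on the log2 scale for acaca (adjusted p = 0.0130 and 0.00106, permutation of residuals). In young fish it did so by 1.83 for scd (adjusted p = 0.00416, same permutation) and by 1.90 for dgat2 (adjusted p = 0.000324, same permutation). In old fish the differences of 1.21 for scd and 1.75 for dgat2 did not pass 0.05 (adjusted p = 0.0518 and 0.0660, same permutation). Taken relative to the median gene of each sex, the difference of acaca was 1.03 in young fish and no longer called (adjusted p = 0.0710, same permutation), and 1.58 in old fish (0.00716). In young fish that of scd was 1.42 (0.0198) and that of dgat2 1.49 (0.00243).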

The increased levels of coagulation factors are believed to explain the increased risk of cardiovascular disease during menopause (*25*). Dysregulated lipid metabolism affects various aspects of energy metabolism, including adiposity and obesity (*26*). Consistent with the RNA-seq results, an increased accumulation of neutral lipids was observed in the livers of germ cell–removed females (Fig. 3D and fig. S5A). In addition, the sum of blood low-density lipoprotein (LDL) and very-low-density lipoprotein (VLDL) levels increased only in females, suggesting negative effects on the cardiovascular system (Fig. 3E and figs. S4C and S5C). These results suggest that the shortened life span of germ cell–removed females can be partly explained by the decreased estrogen levels.

**Fig. 3.**
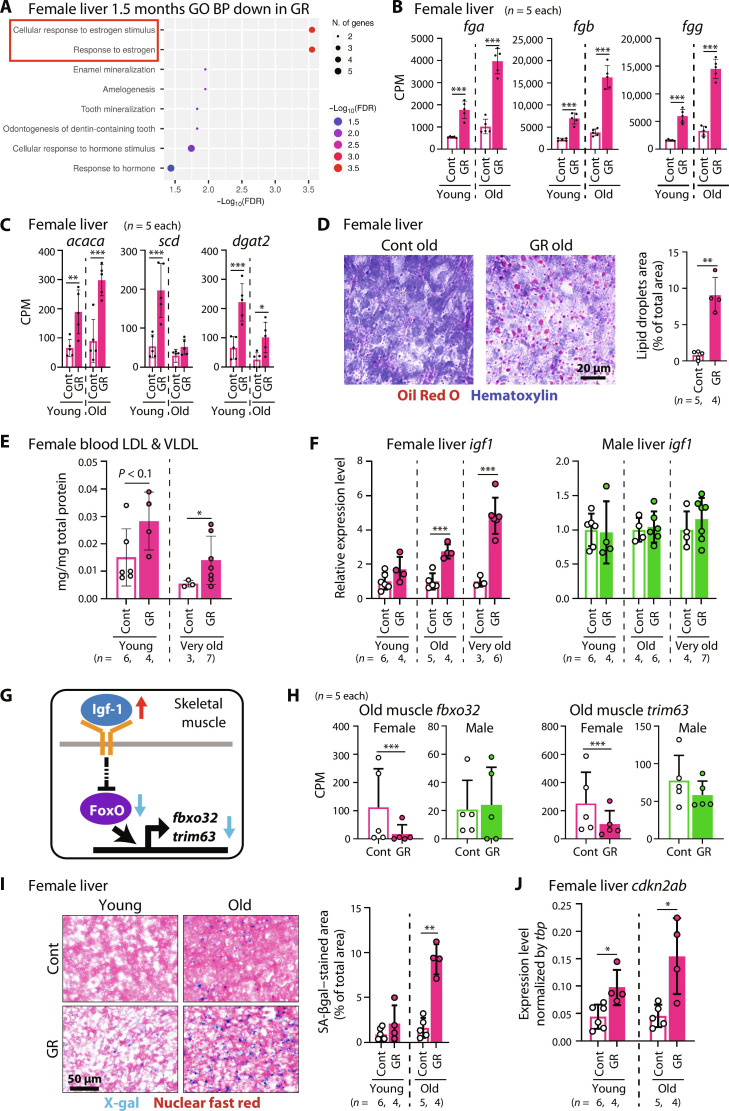
Low estrogen and increased IGF-1 signaling is associated with accelerated aging in germ cell–removed females. (**A**) GO term analysis of down-regulated genes in the female livers. Red box indicates “cellular response to estrogen stimulus” and “response to estrogen.” N. of genes, number of genes. BP, biological process. (**B**) Expression levels of fibrinogens; *fga*, *fgb*, and *fgg* in the female livers by RNA-seq. (**C**) Expression levels of key genes of fatty acid biosynthesis (*acaca*) and triglyceride biosynthesis (*scd* and *dgat2*) in the female liver by RNA-seq. (**D**) Liver sections of old females stained with Oil Red O and counterstained with hematoxylin. Right: Quantification of lipid accumulation in the liver. (**E**) Sum of blood LDL and VLDL levels in females. (**F**) Expression levels of *igf1* in the liver by reverse transcription–quantitative polymerase chain reaction (RT-qPCR). (**G**) Schematic illustration of IGF-1 signaling and its downstream genes in the skeletal muscle. (**H**) Expression levels of IGF-1 signaling target genes (*fbxo32* and *trim63*) in the skeletal muscle by RNA-seq. (**I**) Liver sections of females stained with senescence-associated β-galactosidase (SA-βgal) and counterstained with nuclear fast red. Right: Quantification of SA-βgal–stained area in the liver. (**J**) Expression level of cellular senescence marker *cdkn2ab* in the female livers. Cont, control. GR, germ cell removed. *P* values are from Welch’s *t* test (*P < 0.05; **P < 0.01; ***P < 0.001) in (D), (E), (F), (I), and (J). FDRs are from quasi-likelihood methods in edgeR (*FDR < 0.05; **FDR < 0.01; ***FDR < 0.001) in (B), (C), and (H). Bars and error bars represent mean ± SD. FDR, false discovery rate. CPM, count per million.

### Insulin-like growth factor 1 signaling is up-regulated in germ cell–removed females

To further elucidate the mechanisms responsible for the systemic changes caused by germ cell removal, we focused on increased growth rate. Thus, we examined its effects on the insulin-like growth factor 1 (IGF-1) signaling pathway, a major regulatory pathway of body growth. Since Igf-1 is primarily produced by the liver, we examined the expression level of *igf1* in the liver. Notably, RT–quantitative PCR (qPCR) revealed that the expression of *igf1* was significantly increased in the livers of germ cell–removed females compared to that in control females, and the difference increased with age (Fig. 3F). In contrast, no significant change was observed in males despite the increased body size of germ cell–removed males (Fig. 3F), suggesting that other mechanisms may contribute to the altered growth rate in males. Next, we confirmed the increased IGF-1 signaling by focusing on skeletal muscle, the main target organ of IGF-1, based on RNA-seq. 

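The skeletal muscle libraries came from the other BRB-seq pool, with 5 control and 5 germ cell–removed animals of each sex and age. Between 80573 and 221897 UMIs were counted per library. In old females the range was 174782 to 221897 in control (median 186666) and 170183 to 211750 in germ cell–removed muscle (median 186883), and in old males it was 158353 to 173676 (median 166080) and 129270 to 216291 (median 172379). By the deposited labels, the reads of 36 of the 40 muscle libraries had been subsampled to a common number. In the muscle table every column is joined to the gene names, so that the difference between the sexes was also tested across all genes, as the sex-by-treatment interaction of edgeR's quasi-likelihood test over the 20 libraries of an age.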

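In old female muscle 10 of the 6050 genes tested were DEGs, and all 10 were lower in germ cell–removed fish. At an unadjusted p under 0.05 there were 415 genes. The 10 genes were F13A1 (2 OF 2), OL-VIT1, Nfu_g_1_007921, Nfu_g_1_012216, Nfu_g_1_008280, Nfu_g_1_002309, Nfu_g_1_014807, VTG3, Nfu_g_1_007003 and CELA1 (1 OF 2). Of these, 9 had more than 10-fold more CPM in control female liver than in control muscle, against 183 of the 6050 genes tested, and the exception was F13A1 (2 OF 2). F13A1 (2 OF 2) (Nfu_g_1_017489), whose symbol stands for the A chain of coagulation factor XIII, had 34 to 92 counts in control and 0 to 1 in germ cell–removed muscle. It was at least 18.5-fold lower (adjusted p = 3.56e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). OL-VIT1 (Nfu_g_1_002572) was at least 276-fold lower, with 44 to 2272 counts in control muscle, and Nfu_g_1_007921 at least 64.2-fold lower, with 9 to 591. For either gene 1 control library held most of the counts, so the size of these limits depends on it. With each library left out in turn, the log2 fold change ran from −11.1 to −9.37 for OL-VIT1. For Nfu_g_1_007921 it ran from −8.37 to −7.04, and both genes kept their calls. Without control replicate 4 there were 20 DEGs, and without control replicate 2 or 5 or germ cell–removed replicate 1, 3 or 5 there were 6 in each case. The filter on low counts moved the number most, to 45 DEGs (8 higher) when every gene with at least 1 count was tested, and to 3 with filterByExpr.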

In the skeletal muscle of old females, only a small number of DEGs were detected [39 genes; false discovery rate (FDR) < 0.05]. However, representative downstream genes of IGF-1 signaling, *fbxo32* and *trim63*, whose transcription is suppressed by IGF-1 signaling in skeletal muscle (Fig. 3G) (*27*), were consistently down-regulated in germ cell–removed females (Fig. 3H). 

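In old female muscle fbxo32 (Nfu_g_1_001708) was 114 ± 139 CPM in control and 15.5 ± 29.1 CPM in germ cell–removed fish, a ratio of means of 0.136 (n = 5 per group, exact two-sided permutation test, p = 0.190). It had 1 to 52 and 0 to 16 counts per library. The gene trim63, listed as TRIM63 (2 OF 2) (Nfu_g_1_012452), was 259 ± 213 and 101 ± 84.0 CPM, a ratio of 0.391, with 12 to 106 and 6 to 57 counts (exact two-sided permutation test, p = 0.206). The spread within the control group was as large as the difference. Control replicates 2 and 3 had 261 and 270 CPM of fbxo32 and 411 and 551 CPM of trim63. Germ cell–removed replicate 2 had 67.4 and 240 CPM. The log2 fold change was −2.63 for fbxo32 (standard error 0.85, adjusted p = 0.416, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −1.31 for trim63 (standard error 0.49, adjusted p = 0.597). Without germ cell–removed replicate 2 these were −5.1 and −1.99, and without control replicate 3 they were −2.01 and −0.81. No fit without 1 library called either gene, with adjusted p-values of 0.0638 to 0.765 for fbxo32 and 0.219 to 0.839 for trim63 by edgeR's test. With the replicate number as a block, fbxo32 was called (adjusted p = 0.0146, edgeR's test) and trim63 was not (0.465). Same-numbered control and germ cell–removed libraries were not consistently alike in old female muscle (r = −0.119 to 0.207). When every gene with at least 1 count was tested, both genes were called (adjusted p = 6.09e-10 and 0.000119, edgeR's test), in a range over the alternatives of 6.09e-10 to 1.00 for fbxo32 and 0.000119 to 1.00 for trim63. In young females fbxo32 was 46.3 CPM in control and 29.9 CPM in germ cell–removed muscle (exact permutation p = 0.595), and trim63 was 142 and 148 CPM (exact permutation p = 0.905). Without control replicate 4 or germ cell–removed replicate 4 or 5 the mean of trim63 in young females differed in the other direction, by −19.6, −7.54 and −5.65 CPM. Over all 40 muscle libraries, as deviations from the mean of each group, the 2 genes rose and fell together (Pearson's r = 0.705, permutation p = 7e-05, adjusted p = 0.00035 over 5 relations). Spearman's rho was 0.678 (permutation p = 6e-05). Without the 2 libraries farthest from the median r was 0.674. It was 0.779 within control and 0.592 within germ cell–removed muscle, and 0.776 in female and 0.463 in male muscle. Without the 2 farthest libraries of each subset, r was 0.681 in control and 0.405 in germ cell–removed muscle. It was then 0.750 in female and 0.389 in male muscle.

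**Figure D3:**
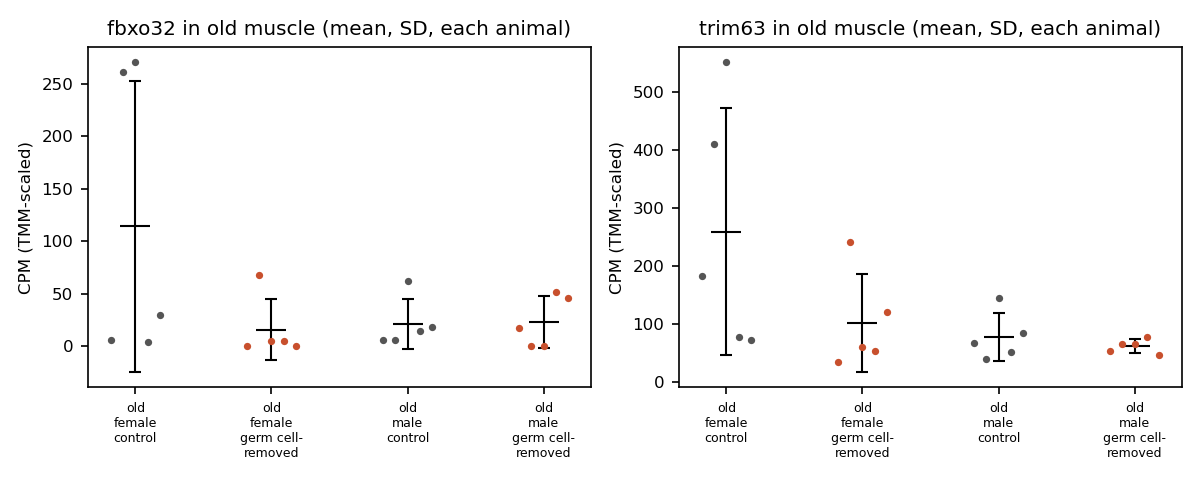
CPM of fbxo32 and trim63 in old muscle by sex and treatment. Horizontal lines and error bars are mean ± SD and points are animals (n = 5 per group); among old females, control replicates 2 and 3 reach 261 and 270 CPM of fbxo32 and germ cell–removed replicate 2 reaches 67.4 CPM.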

In males, the expression of these genes did not change (Fig. 3H), further confirming that the up-regulation of IGF-1 signaling by germ cell removal is specific to females.

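In old male muscle fbxo32 was 21.2 ± 23.5 CPM in control and 22.9 ± 24.5 CPM in germ cell–removed fish (n = 5 per group, exact two-sided permutation test, p = 0.960). The values of trim63 were 77.4 ± 41.2 and 61.1 ± 12.2 CPM (exact permutation p = 0.508). In young males the means were 19.6 and 24.1 CPM for fbxo32 (exact permutation p = 0.619) and 113 and 111 CPM for trim63 (exact permutation p = 0.944). Single libraries set the direction of these small differences. In young males the difference of fbxo32 was −0.414 CPM without control replicate 1, and that of trim63 2.91 to 13.6 CPM without control replicate 5 or germ cell–removed replicate 1, 2 or 5. In old males the difference of fbxo32 was −5.40 to −0.0934 CPM without control replicate 1, 2 or 4 or germ cell–removed replicate 4 or 5, and that of trim63 0.606 CPM without control replicate 3. The log2 fold change of fbxo32 in old males was 0.36 (standard error 0.67, adjusted p = 0.983, edgeR's test), and it turned to −0.14 without germ cell–removed replicate 4 and −0.03 without germ cell–removed replicate 5, and rose to 1.12 without control replicate 3. Across all genes, 0 of 4414 in young and 0 of 5778 in old male muscle were DEGs, with 273 and 236 genes at an unadjusted p under 0.05. Without germ cell–removed replicate 2, 4 genes were DEGs in young males, and without control replicate 4 or germ cell–removed replicate 1 or 4 there was 1. The sex-by-treatment interaction was called for 0 of 7805 genes in old muscle and 0 of 6512 in young muscle, with 454 and 400 genes at an unadjusted p under 0.05. Without female control replicate 4, 1 gene was called in old muscle, and without female control replicate 2, 2 genes in young muscle. With the replicate number within each sex as a block, 3 genes were called in old muscle. The interaction could hardly be called for genes with few counts in male muscle, where a fall cannot be seen. Among the 10 DEGs of old female muscle, CELA1 (1 OF 2) had 165 CPM in old male muscle. The other DEGs had at most 3.32 CPM there, where 1 count was 4.62 to 7.74 CPM (plain library sizes). For these genes, 0 calls do not show that the sexes responded alike. In old muscle the change in males minus that in females was 2.96 on the log2 scale for fbxo32 (standard error 1.25, adjusted p = 0.819, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.97 for trim63 (standard error 0.68, adjusted p = 0.915). The filter on low counts moved this test most. With every gene with at least 1 count, the interaction of fbxo32 was called (adjusted p = 0.00543, in a range over the alternatives of 0.00543 to 1.00, edgeR's test). By the permutation of residuals the change in old females minus that in old males was −1.65 for fbxo32 (adjusted p = 0.283, two-sided permutation test) and −0.94 for trim63 (adjusted p = 0.295, same permutation test). Beside its RT-qPCR of igf1 in liver, the paper takes the unchanged expression in males as further evidence that germ cell removal up-regulates IGF-1 signaling in females specifically.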

The IGF-1 signaling is a key regulator not only of growth but also of aging. Low IGF-1 signaling activity inhibits aging partly by reducing cellular stress, including oxidative stress (*28*). This suggests that increased IGF-1 signaling may accelerate aging by promoting cellular stress. To examine the cellular stress level in tissues, we performed staining for senescence-associated β-galactosidase (SA-βgal) activity using the liver. We found that the accumulation of SA-βgal–stained cells in the liver was substantially increased in germ cell–removed females at old age compared to that in the control (Fig. 3I and fig. S5B). High activity of SA-βgal is associated with cellular senescence, the accumulation of which is an aging hallmark (*29*, *30*). Consistently, the expression level of *cdkn2ab*, which is a homolog of *p16^ink4a^*, a biomarker of cellular senescence, increased in the livers of germ cell–removed females, suggesting an accelerated accumulation of senescent cells (Fig. 3J). Together, these data suggest that germ cell removal leads to increased IGF-1 signaling activity, specifically in females, underlying increased growth rate and accelerated aging. As estrogen is reported to have antioxidant properties (*22*), reduced estrogen levels could also be responsible for increased cellular stress and cellular senescence in the liver.

### Germ cell–removed males show improved health state

In contrast to females, germ cell removal appeared to improve the health state of males (Fig. 1D). To confirm this, we examined the health state of the skeletal muscle, one of the key tissues affecting the life span. It is well known that the ability of skeletal muscle to regenerate is coordinated by stem cells called satellite cells, which are compromised during aging, and the decline of satellite cells coincides with muscle loss (*31*, *32*). Notably, germ cell removal significantly increased the number of satellite cells (Fig. 4A), confirmed based on the expressions of *pax7*, a satellite cell marker, and *myod*, an activated satellite cell marker in the skeletal muscle (Fig. 4B). This could contribute to the sustained regeneration ability of the skeletal muscle.

**Fig. 4.**
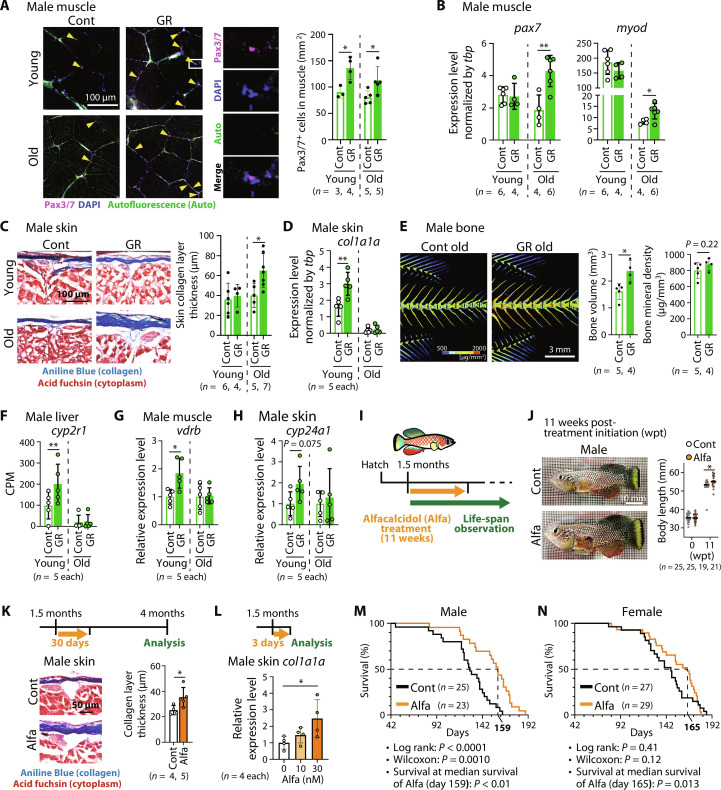
Increased vitamin D signaling contributes to somatic growth and aging prevention in germ cell–removed males. (**A**) Muscle sections of males immuno-stained with the Pax3/7 antibody (magenta), 4′,6-diamidino-2-phenylindole (DAPI) (blue), and autofluorescence (green). Yellow arrowheads indicate Pax3/7^+^ cells. Right: Quantification of Pax3/7^+^ cell number. (**B**) Expressions of satellite cell marker genes (*pax7* and *myod*) in the male skeletal muscle by RT-qPCR. (**C**) Skin sections of males stained with the Masson’s trichrome stain. Right: Quantification of the skin collagen fiber thickness. (**D**) Expression level of *col1a1a* in the male skin by RT-qPCR. (**E**) Micro-CT images of bone vertebrae of old males. Right: Quantification of the bone volume and bone mineral density. (**F**) Expression level of vitamin D activating enzyme *cyp2r1* in the male liver by RNA-seq. CPM, count per million. FDRs are from quasi-likelihood methods in edgeR (**FDR < 0.01). (**G** and **H**) Expression levels of vitamin D signaling target gene *vdrb* (skeletal muscle) (G) and *cyp24a1* (skin) (H) in males by RT-qPCR. (**I**) Schematic illustration of alfacalcidol (alfa) treatment. (**J**) Alfa-treated males at 11 weeks after treatment initiation. Right: Quantification of the body length of males at 0 and 11 weeks after treatment initiation. wpt, weeks post-treatment initiation. (**K**) Skin sections of alfa-treated males at 4 months old stained with Masson’s trichrome stain. Right: Quantification of the thickness of skin collagen fiber. (**L**) Expression of *col1a1a* in the alfa-treated male skin at a young age by RT-qPCR analysis. *P* value is determined from Dunnett’s multiple comparisons test (*P < 0.05). (**M** and **N**) Life span of control and alfa-treated males (M) and females (N). Survival curves of control (black) versus alfa-treated animals (orange). *P* values are from Welch’s *t* test (*P < 0.05; **P < 0.01) in (A), (B), (C), (D), (E), (G), (H), (J), and (K). Bars and error bars represent mean ± SD.

Next, we focused on the skin, which is another important indicator of youth. During aging, dermal collagen levels decrease, which consequently leads to the deterioration of fibroblast function (*33*). Masson’s trichrome staining revealed that the thickness of the collagen fiber area increased in the skin of germ cell–removed males in old age (Fig. 4C and fig. S6). Consistently, the expression level of *col1a1a*, a major component of dermal collagen, increased in the skin of germ cell–depleted males (Fig. 4D).

In addition, we examined the bone. Micro-CT (computed tomography) analysis revealed that the bone volume was significantly increased, and bone mineral density tended to increase in germ cell–removed males (Fig. 4E). Together, these results suggest that germ cell removal improves the tissue health of males, at least in the skeletal muscle, skin, and bone.

### Vitamin D signaling contributes to somatic growth and aging prevention in the germ cell–removed male

We noticed that the expression level of *cyp2r1* increased in the livers of male germ cell–removed fish at a young age (Fig. 4F). 

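In the livers of young males cyp2r1 was 99.1 ± 64.8 CPM in control and 204 ± 97.2 CPM in germ cell–removed fish, a ratio of means of 2.06 (n = 5 per group, exact two-sided permutation test, p = 0.0952). Control replicate 5 had 1 count of cyp2r1, or 1.40 CPM. Without germ cell–removed replicate 5 the exact permutation p was 0.0476, with a difference of means of 129 CPM. The log2 fold change was 1.03 (standard error 0.44, adjusted p = 0.510, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.69 without control replicate 5, and none of the fits without 1 library called the gene. When every gene with at least 1 count was tested, cyp2r1 was called (adjusted p = 3.23e-06, in a range over the alternatives of 3.23e-06 to 0.999, edgeR's test). In old males cyp2r1 was 20.0 ± 34.8 and 24.1 ± 40.3 CPM (exact two-sided permutation test, p = 0.611), where replicate 1 of either group had 82.1 and 95.4 CPM. Its log2 fold change of 0.20 in old males turned to −2.13 without germ cell–removed replicate 1. It was −0.02, −0.06 and −0.05 without control replicate 2, 4 and 5, and 2.38 without control replicate 1.

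**Figure D4:**
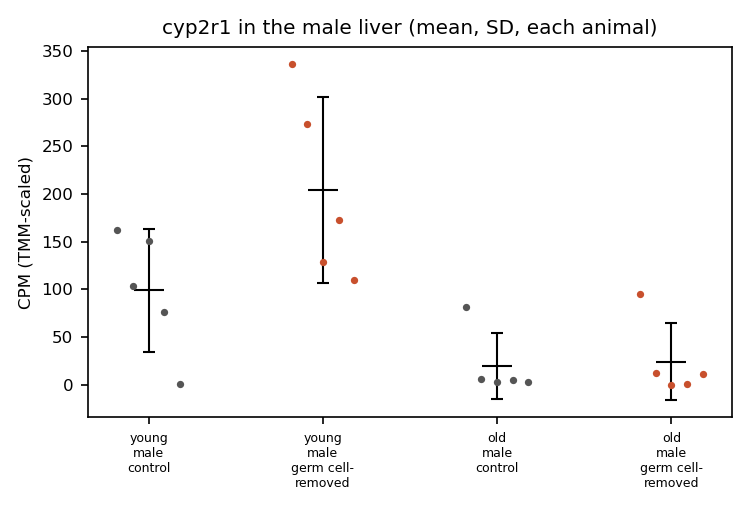
CPM of cyp2r1 in male livers by age and treatment. Horizontal lines and error bars are mean ± SD and points are animals (n = 5 per group); the young means are 99.1 and 204 CPM and the groups overlap.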

The *cyp2r1* gene codes a major enzyme responsible for 25-hydroxylation of vitamin D3 in the liver (*34*, *35*), suggesting that the level of activated vitamin D and its downstream signaling may be increased. Considering the beneficial effects on health, typified by bone health, and the growth-promoting effects of vitamin D, its increase seems reasonable (*36*, *37*). Since vitamin D signaling has been suggested to contribute to the maintenance of the quiescence of muscle satellite cells (*38*), increased vitamin D signaling may explain the increased number of satellite cells and increased expression of its marker genes in the skeletal muscle of germ cell–removed males (Fig. 4, A and B). Consistent with this, the expression of *vdr*, a known vitamin D target gene, was significantly up-regulated in the skeletal muscles of germ cell–removed males (Fig. 4G) (*39*). In addition, vitamin D signaling may be increased in the skin of germ cell–removed males because vitamin D treatment has been reported to increase collagen production in dermal fibroblasts (*40*). Consistently, the expression of *cyp24a1*, a target of vitamin D, tended to increase in the skin of germ cell–depleted males (Fig. 4H). By contrast, in females, although the expression of *cyp2r1* increased in the liver, that of vitamin D target genes, *vdr* in the muscle and *cyp24a1* in the skin, were unchanged (fig. S7, A and B), suggesting that up-regulation of vitamin D signaling was marginal. Thus, although the expression of *pax7* in female muscle and *col1a1a* in female skin tended to increase, these changes could be caused by other signaling pathways in females (fig. S7, C and D). Together, these data suggest that increased vitamin D signaling may be involved in the improvement of the male life span caused by germ cell removal.

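In the livers of young females cyp2r1 (Nfu_g_1_004075) had 0 to 1 counts per control library and 0 to 43 counts per germ cell–removed library. It was at least 2.24-fold higher after germ cell removal (n = 5 per group, exact two-sided permutation test, p = 0.0476). The exact permutation p was 0.127 without any 1 of the control libraries, and without germ cell–removed replicate 1 the difference of means was 52.0 CPM. The gene was a DEG (adjusted p = 0.00258, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was not called with DESeq2's Wald test (0.0679) or thinned libraries (0.0545), in a range over the alternatives of 2.33e-09 to 0.0679. In old females it had 0 to 4 counts in control and 1 to 2 in germ cell–removed libraries, and a difference was not detectable at this depth (exact two-sided permutation test, p = 0.365). The change of cyp2r1 in young females minus that in young males was 0.94 on the log2 scale (adjusted p = 0.468, two-sided permutation of residuals). On log2(CPM + 1), chosen after the data were seen, it was 2.46 (adjusted p = 0.284, same permutation).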

Last, the effects of vitamin D supplementation on somatic growth and maintenance were examined. To this end, we treated *N. furzeri* with alfacalcidol (alfa), an analog of vitamin D. We confirmed that alfa treatment increased the expression of vitamin D target genes (fig. S8). Similar to the results of a previous zebrafish study (*37*), alfa-treated *N. furzeri* males exhibited an increased body size (Fig. 4, I and J, and fig. S9, A and B). We also found that the thickness of the collagen fiber area and the expression of *col1a1a* in the skin were increased with alfa treatment (Fig. 4, K and L). Although vitamin D treatment has been suggested to have beneficial health effects (*36*), its effects on organismal aging in vertebrates remain elusive. We found that alfa treatment significantly improved the survival rate in both males and females (Fig. 4, M and N, and fig. S9, C and D), suggesting that activation of vitamin D signaling improves health at the organismal level. Thus, activation of vitamin D signaling could increase somatic growth and prevent aging in vertebrates.

## DISCUSSION

In general, reproduction is thought to be negatively correlated with life span. Germ cell removal in *C. elegans* provides not only consistent results with this idea but also a new insight that specific molecular signals connect the germ and soma (*9*, *10*). In this study, using a vertebrate model, it was further revealed that different signaling pathways interconnect germ cells, somatic growth, and aging in different ways depending on the sex. This might reflect the complexity of functional differences in vertebrate gonads between sexes.

Germ cell removal shortened the life span of female *N. furzeri*. A reduction in estrogen can explain this result (*22*). However, the mechanism by which germ cells regulate estrogen production remains unclear. The effects of germ cell removal on steroidogenesis vary depending on conditions and species. The defective steroidogenesis caused by germ cell removal observed in this study is similar to that observed in *dnd*-knockout Atlantic salmon (*41*). In contrast, estradiol production is not affected in *Dazl* knockout mice, in which oocytes are completely ablated in the adult ovaries (*42*). Given that undifferentiated germ cells are present at least until after birth, whereas germ cells in *dnd*-deficient animals are ablated during embryogenesis (*43*), the difference in the timing of germ cell ablation may explain the different effects on steroidogenesis. Although controversial, considering the association between oocyte loss and low estrogen levels during menopause (*44*), conserved mechanisms connecting germ cells to estrogen production may exist.

Increased IGF-1 signaling in germ cell–removed females may underlie increased body size and accelerated aging, although the mechanisms underlying the up-regulation of *igf1* expression are unclear. Since the levels of both estradiol and 11-ketotestosterone were very low in germ cell–removed females, they may have remained sexually immature. Considering that serum IGF-1 levels continue to increase until maturation in humans (*45*), the increased *igf1* might be associated with the possible absence of sexual maturation.

The increase in both the body size and life span of male germ cells may be caused by the increased signaling activity of vitamin D, an endocrine steroid hormone. In *C. elegans*, life-lengthening signals up-regulated by germ cell removal include dafachronic acid, a steroid hormone, and its receptor abnormal DAuer Formation (DAF)–12, a homolog of vertebrate vitamin D receptors (*10*), suggesting a possible evolutionary link between vertebrates and *C. elegans*. Although underlying mechanisms of increased vitamin D signaling by germ cell removal is a mystery at present, the life-lengthening effect of vitamin D observed in this study further supports the prospective role of vitamin D as a life-span–extending hormone (*36*). Given the moderate increase in vitamin D target gene expression in the tissues of male germ cell–removed mice, vitamin D signaling may be mildly increased. Although our results are apparently contradictory in that aberrant activation of vitamin D signaling rather shortened life span in α*-Klotho* knockout mice (*46*), this inconsistency would be due to the activation levels of vitamin D signaling, and mild activation seems to be beneficial to health. The actual mechanism by which vitamin D increases body size remains unknown (*37*). Further investigation of the effects of vitamin D signaling would lead to a better understanding of the mechanisms underlying improved somatic growth and slowed aging.

This study demonstrated the sex-dependent roles of germ cells in the regulation of life span and body size in *N. furzeri*. The sex difference may underlie the evolution of different reproductive strategies between sexes: Males are often selected to pursue “live fast, die young” reproductive strategy characterized by more rapid aging compared to females, although many exceptions to this pattern are observed (*47*). Further examinations of other species are necessary to better understand the conservation and diversity of the mechanisms.

## MATERIALS AND METHODS

### Ethical approval

All experimental animal care was performed in accordance with the institutional and national guidelines and regulations. The study protocol was approved by the Institutional Animal Care and Use Committee of Osaka University (RIMD permit #R02-04). The study was conducted in accordance with the ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines.

### Fish strain, husbandry, and maintenance

The GRZ (GRZ-AD) strain of *N. furzeri* was donated by A. Antebi (Max Planck Institute for Biology of Aging). Fish were maintained at 26.5°C, 0.7 conductivity on a 12-hour light-dark cycle in the fish breeding system (Meito, Nagoya, Japan). For *dnd* MO, fish were raised at a density of one fish per 1.4-liter tank from the age of 2 weeks. For *dnd* MO-2, fish were raised at a density of three fish per 1.4-liter tank from 2 weeks to 1 month old and then raised at a density of 1 fish per 1.4-liter tank from 1 month old. The fish were fed freshly hatched brine shrimp twice a day from Monday to Saturday and once a day on Sunday. From the age of 2 weeks, the fish were fed bloodworms (Kyorin, Himeji, Japan) once a day.

### Generation of *vasa:EGFP* strain

A 2615-bp region of the *vasa* promoter and a 1964-bp region of the *vasa* 3′ untranslated region of *N. furzeri* were cloned next to EGFP. Plasmid DNA and Tol2 transposase mRNA were coinjected into one-cell stage fertilized eggs. Transgenic fish were outcrossed with wild-type fish to produce the founder line and maintained as homozygous transgenic fish.

### Generation of germ cell–removed *N. furzeri*

*dnd* MO (5′-TTAATAACATCTCACCTTCAGGAGG-3′) and *dnd* MO-2 (5′- TTATGGACTAATGCACCCAGCAGCA-3′), which are complementary to a splicing site for exon 1 and intron 1 and other region of exon 1 in *dnd* gene, respectively, were designed and obtained from Gene Tools (Philomath, OR, USA). Standard control morpholino (5′-CCTCTTACCTCAGTTACAATTTATA-3′) was used as a control. Approximately 1 nl of the solution containing MO (5 ng/μl) and 0.1% phenol red (Sigma-Aldrich, St. Louis, MO, USA, #P0290) was injected into the cell body of one-cell stage fertilized eggs. In *vasa*:EGFP, germ cell deficiency was confirmed by fluorescence stereomicroscopy at approximately 10 to 14 days postfertilization. In the wild type, germ cell deficiency was confirmed by observing morphological changes in the gonads when the fish were euthanized at the adult stage.

### Life-span measurement of germ cell–removed *N. furzeri*

Housing conditions were the same as those described above. The fish were fed freshly hatched brine shrimp twice a day from Monday to Saturday and once a day on Sunday. Fish were also fed bloodworms once a day from 2 weeks to 1 month of age and twice (*dnd* MO) or once (*dnd* MO-2) a day from 1 month of age. Fish mortality was documented daily from 1 month of age. Life-span analyses were performed using GraphPad Prism (GraphPad Software, San Diego, CA, USA) for all survival curves using the Kaplan-Meier estimator. To compare the survival curves between different experimental groups, we performed a log-rank test to examine whether the survival curves were significantly different. In males injected with *dnd* MO, the life span was not significantly changed, as evidenced by the log-rank test, likely because the mortality rate of germ cell–removed males caught up with that of control at a very old age (~4.5 months). Thus, to analyze the difference at old age (3 months), a comparison of survival rate at a fixed time point (at 100 days) was performed using the R package, “ComparisonSurv” (*48*).

### Genotyping of the sex-determining gene of *N. furzeri*

A 9-bp deletion in *gdf6Y* was examined by PCR using the primers listed in table S3. The PCR fragments were analyzed using a microchip electrophoresis system (MCE-202 MultiNA; Shimadzu, Kyoto, Japan) according to the manufacturer’s instructions using a DNA-500 reagent kit (Shimadzu).

### Measurement of steroid levels using liquid chromatography with tandem mass spectrometry

Frozen samples in 2.0-ml plastic tubes were homogenized in 700 μl of cold methanol with zirconia beads using a freeze crusher (TAITEC Corp., Koshigaya, Japan) at 41.6 Hz for 4 min. The homogenates were mixed with 800 μl of methanol and vortexed for 20 min at room temperature. The samples were centrifuged at 15,000 rpm (20,000*g*) for 15 min at 4°C, and the supernatants were collected. The insoluble pellets were further extracted with 800 μl of methanol and 800 μl of CHCl3. After centrifugation, the supernatants were collected and combined in a 15-ml tube. The samples were mixed with 800 μl of H_2_O and centrifuged at 4400 rpm (3000*g*) for 10 min at room temperature. The organic phase was collected and dried in a vacuum concentrator. The dried material was redissolved in 400 μl of CHCl3 and mixed with 5 ml of hexane. The samples were loaded onto ISOLUTE SI columns (Biotage, Uppsala, Sweden) and prewashed with methanol and hexane. After sample loading, the columns were washed with 2 ml of hexane. Samples were eluted with 3 ml of acetone. The eluates were dried, redissolved in 50% acetonitrile, and analyzed by liquid chromatography with tandem mass spectrometry.

Chromatographic separation was performed on an ACQUITY BEH C18 column (50 mm by 2.1 mm, 1.7-μm particles; Waters, Milford, MA, USA) in combination with a VanGuard precolumn (5 mm by 2.1 mm, 1.7-μm particles) using an Acquity UPLC H-Class System (Waters). The mobile phase consisted of solvent A, 0.1% formic acid in acetonitrile, and solvent B, 0.1% formic acid in H_2_O, and was delivered at a flow rate of 0.3 ml/min at 40°C. Linear gradients were as follows: 40% A at 0 to 0.5 min, 40 to 100% A at 0.5 to 2 min, 100% A at 2 to 3.5 min, and 40% A at 3.5 to 6 min. Mass spectrometric analysis was conducted using a Xevo TQD triple quadrupole mass spectrometer (Waters) coupled with an electrospray ionization source in the positive ion mode. The peak area of target steroids was analyzed using MassLynx 4.1 software (Waters). The analytical conditions were optimized using standard reagents obtained from Sigma-Aldrich and Wako (Osaka, Japan). The obtained signals were normalized to the wet weights of the corresponding samples.

### RNA-seq: Bulk RNA barcoding and sequencing

Tissue samples were homogenized in TRIzol reagent (#15596018; Invitrogen, Waltham, MA, USA), and total RNAs were extracted using the RNA Clean & Concentrator kit (#R1017; Zymo Research, Irvine, CA, USA). Tissues from five individuals were used for the preparation of five independent libraries. The bulk RNA barcoding and sequencing (*49*) was performed for library preparation with some modifications. Barcoded dT primer [5′-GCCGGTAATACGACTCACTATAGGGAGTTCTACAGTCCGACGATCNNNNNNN-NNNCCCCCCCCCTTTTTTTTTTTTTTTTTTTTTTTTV-3′; (10) N = unique molecular identifier (UMI), (9) C = cell barcode] was used for reverse transcription. A second-strand synthesis module (#E6111, New England Biolabs, Ipswich, MA, USA) was used for double-stranded cDNA synthesis. In-house MEDS-B Tn5 transposase (*50*, *51*) was used for tagmentation, and libraries were amplified by 10 cycles of PCR using Phusion High-Fidelity DNA Polymerase (#M0530; Thermo Fisher Scientific, Waltham, MA, USA) with the following primers: 5′-AATGATACGGCGACCACCGAGATCTACACindexGTTCAGAGTTCTACAGTCCGA-3′ and 5′-CAAGCAGAAGACGGCATACGAGATindex GTCTCGTGGGCTCGGAGATGT-3′. A 19-bp barcode read (Read1) and an 81-bp insert read (Read2) were obtained on an Illumina NovaSeq6000 (Illumina, San Diego, CA, USA).

### RNA-seq: Data processing

Fastq files of the liver and muscle samples were demultiplexed by deML (v1.1.3), and for liver (female) and muscle samples, 1M reads were randomly sampled from each fastq file obtained by using seqtk version: 1.3. Read1 (barcode read) was extracted using UMI-tools (ver.1.1.2) with the following command: “umi_tools extract -I read1.fastq --read2-in=read2.fastq --bc-pattern=NNNNNNNNNNCCCCCCCCC --read2-stdout.” Adaptor sequences and low-quality sequences were removed, read lengths below 20 bp were discarded using Trim Galore (ver.0.6.7), and the reads were mapped to the *N. furzeri* GRZ reference genome [GRZ Assembly (May 2015); https://nfingb.leibniz-fli.de/] using HISAT2 (ver.2.2.1). Read counts for each gene were obtained by featureCounts (ver.2.0.1), and UMI duplication was removed by UMI-tools with the following command: “umi_tools count --method=unique --per-gene --per-cell --gene-tag=XT.” A pairwise differential expression analysis was performed using the quasi-likelihood method of Degust ver.4.1 (*52*) (quasi-likelihood methods in edgeR). The GO enrichment analysis was performed using ShinyGO 0.77 (*53*). Gene IDs were converted to Ensembl gene IDs for zebrafish before GO enrichment analysis.

### Reverse transcription polymerase chain reaction

For qPCR analysis, cDNA was synthesized using the ReverTra Ace qPCR RT master mix with genomic DNA remover (#FSQ-301; Toyobo, Osaka, Japan). qPCR analysis was conducted on a Stratagene Mx3000P qPCR system using THUNDERBIRD SYBR qPCR Mix (#QPS-201; Toyobo) using the following conditions: 95°C (1 min), 45 cycles at 95°C (15 s) and 60°C (35 s). A standard curve was used to determine the relative mRNA abundance. The *tbp* or *actb* (fig. S1, B and C) genes were used as a normalization control.

For the RT-PCR analysis of gonadal genes shown in Fig. 2B, cDNA was synthesized using the Transcriptor High Fidelity cDNA Synthesis Kit (#5091284001; Roche, Basel, Switzerland). RT-PCR was performed using Ex Taq (#RR001; Takara, Kusatsu, Japan) at the following conditions: 94°C (5 min), 25 (for *actb*) or 32 (for other genes) cycles at 94°C (30 s), 55°C (30 s), and 72°C (10 s), ending with a 3-min extension phase at 72°C. The PCR products were run on a 2% agarose gel. The primers used are listed in table S3.

### Histology

Tissue samples were fixed with 4% paraformaldehyde in phosphate-buffered saline (PBS) at 4°C overnight. They were placed in 10 and 20% sucrose/PBS until the tissues sank and 30% sucrose/PBS overnight at 4°C. Tissues were embedded in a Tissue-Tek optimal cutting temperature (OCT) freezing medium (Sakura Finetek, Tokyo, Japan). Slices (10-μm thick) were prepared using a Thermo Fisher Scientific HM525NX cryostat and stored at −80°C until used.

### Oil Red O staining

The sections were immersed in propylene glycol for 5 min. Then, they were incubated in heated (60°C) Oil Red O solution (#ORG500; Scy Tek, Logan, UT, USA) for 10 min. They were lastly differentiated in 85% propylene glycol for 1 min and counterstained with hematoxylin. Images were acquired using a BZ9000 (Keyence, Osaka, Japan) (for Fig. 3D) and an IX73 (Olympus, Tokyo, Japan) (fig. S5A) microscope in the bright field using a 20× objective lens. Images of two or three randomly selected regions of liver sections were obtained, and the average quantified values were computed for each section. Quantification was performed using the ImageJ software. Oil Red O–stained area was extracted with “Color Transformer.” Subsequently, the signal was binarized with an automated thresholding method, and the area of the signal was determined.

### SA-βgal staining

Staining was performed as previously described (*29*). Briefly, sections were stained in X-Gal staining solution {7.37 mM citric acid, 25.26 mM Na phosphate, 5 mM K_4_[Fe(CN)_6_] 3H_2_O, 5 mM K_3_[Fe(CN)_6_], 150 mM sodium chloride, 2 mM magnesium chloride, and X-gal [1 mg/ml] in distilled water} for 1 to 2 hours at 37°C and counterstained with Nuclear Fast Red (#NFS500; Scy Tek). Images were acquired using an IX73 (Olympus) microscope in the bright field using a 20× objective lens. Images of three randomly selected regions of liver sections were obtained, and the average quantified values were used for each section. Quantification was performed using the ImageJ software. The SA-βgal–stained area was extracted with a Color Transformer. Subsequently, the signal was binarized with an automated thresholding method, and the area of the signal was determined.

### Masson’s trichrome staining

Sections were fixed with Bouin Solution (#023-17361; Wako) for 1 hour at 55°C. Staining was performed using a trichrome staining (Masson) kit (#HT15-1 KT; Sigma-Aldrich). Images were acquired using an IX73 (Olympus) microscope in the bright field. A 10× objective lens (Fig. 4C) and a 4× objective lens were used (Fig. 4K and fig. S6). Quantification was performed using the ImageJ software. The area of collagen fiber was extracted with Color Transformer [left or right side of the trunk (Fig. 4C) and both sides of the trunk (Fig. 4K and fig. S6)]. Subsequently, the signal was binarized with the automated thresholding method, and the area of the signal was measured. Last, the thickness was calculated by dividing the measured area by the length of the outline of the trunk.

### Immunohistochemistry analysis

The sections were autoclaved in Target Retrieval Solution, Citrate (pH 6) (Dako, Glostrup, Denmark) for 15 min at 105°C for antigen retrieval. Sections were blocked with 10% fetal bovine serum/0.2% Triton X-100/1% dimethyl sulfoxide in PBS for 1 hour at room temperature. The primary antibody used was anti-Pax3/7 (DP312) (1:200) (*54*). The secondary antibody used was an anti-mouse immunoglobulin G antibody (#A32728, Invitrogen). Sections were mounted with VECTASHIELD Vibrance Antifade Mounting Medium with 4a,6-diamidino-2-phenylindole (#H-1800, Vector Laboratories, Newark, CA, USA). Confocal images were acquired using an FV-3000 confocal laser scanning microscope (Olympus) with a 10× objective lens. Images of the 1- to 1.5-mm^2^ region next to the neural tube were acquired. Images were analyzed with the FV31S-SW software. The number of Pax3/7+ nuclei was counted manually.

### Measurement of blood LDL and VLDL levels

Blood (5 to 20 μl) was collected in 20 mM EDTA (pH 8.0)/PBS. Blood LDL and VLDL levels were measured using an EnzyChrom AF HDL and LDL/VLDL assay kit (#E2HL-100; BioAssay Systems, Hayward, CA, USA) and normalized to the total protein level measured using the Bradford protein assay kit (#T9310A; Takara).

### Micro-CT analysis

Fish were fixed with 70% ethanol. The micro-CT analysis was performed with a ScanXmate-S090R (Comscan, Yokohama, Japan). The following settings were used: voltage, 45 kV; current, 180 μA; and magnification, ×4.9439, using a brass filter. Image data were reconstructed using the TRI/3D-BON software (Ratoc System Engineering, Kyoto, Japan). Bone volume and bone mineral density of nine vertebrae (including vertebral body, neural spine, and hemal spine) from the caudal section were measured.

### Alfa treatment

For life-span analysis and body size measurements in Fig. 4 (J, M, and N) and fig. S9D, approximately 60 embryos were hatched in a 3.6-liter tank. They were raised at a density of three fish per 1.4-liter tank from 2 weeks to 1 month old and then raised at a density of 1 fish per 1.4-liter tank from 1 month old. From one and a half months of age, 16 to 18 fish, including both males and females, were maintained in a 40-liter tank. The fish were incubated in the aquarium water with dimethyl sulfoxide or 5 nM alfa and fed Artemia twice daily. Twenty liters of the fish water was changed every alternate day. This treatment was performed in three independent tanks for both control and alfa. After 11 weeks of treatment, the fish were maintained in a normal breeding system with running water.

For life-span analysis and body size measurements in fig. S9 (B and C), approximately 60 embryos were hatched in a 3.6-liter tank and raised at a density of approximately 20 fish per 3.6-liter tank from 2 weeks to 1 month old. From 1 month of age, approximately 15 fish, including both males and females, were maintained in a 9-liter tank. The fish were incubated in the aquarium water with dimethyl sulfoxide or 10 nM alfa and fed Artemia twice daily. The fish water was changed every alternate day. After 1 month of treatment, the fish were maintained in a normal breeding system with running water. For Masson’s trichrome staining (Fig. 4K), the fish were hatched and raised in the same manner until 3 weeks of age. Fish were maintained at a density of approximately 10 fish per 3.6-liter tank until 1.5 months old. Fish were treated with alfa in the same manner, but each fish was maintained separately in a 9-liter tank with partitions. After 1 month of treatment, the fish were maintained in a normal breeding system with running water at a density of 1 fish per 1.4-liter tank. For RT-qPCR analysis, the fish were hatched in the same manner. They were raised at a density of three fish per 1.4-liter tank from 2 weeks to 1 month old and then raised at a density of 1 fish per 1.4-liter tank from 1 month old. At one and a half months of age, the fish were incubated in the aquarium water at a density of 4 to 5 fish per 3.6-liter tank with dimethyl sulfoxide or alfa (10 or 30 nM) and fed Artemia once daily for 3 days. The fish water was unchanged for Fig. 4L and fig. S8A, and 2 liters of the water was changed every day for fig. S8B.

# Supplementary material for: Sex-dependent regulation of vertebrate somatic growth and aging by germ cells
**Source:** Sci Adv. 2024 Jun 12;10(24):eadi1621. doi: 10.1126/sciadv.adi1621
**Supplement:** Supplementary file 1 — Figs. S1 to S12 Legends for data files S1 to S4

**Supplementary Materials for**  
**Sex-dependent regulation of vertebrate somatic growth and aging by**  
**germ cells**

Kota Abe *et al.*

*Sci. Adv.* **10**, eadi1621 (2024)  
DOI: 10.1126/sciadv.adi1621

**The PDF file includes:**

Figs. S1 to S12  
Legends for data files S1 to S4

**Other Supplementary Material for this manuscript includes the following:**

Data files S1 to S4

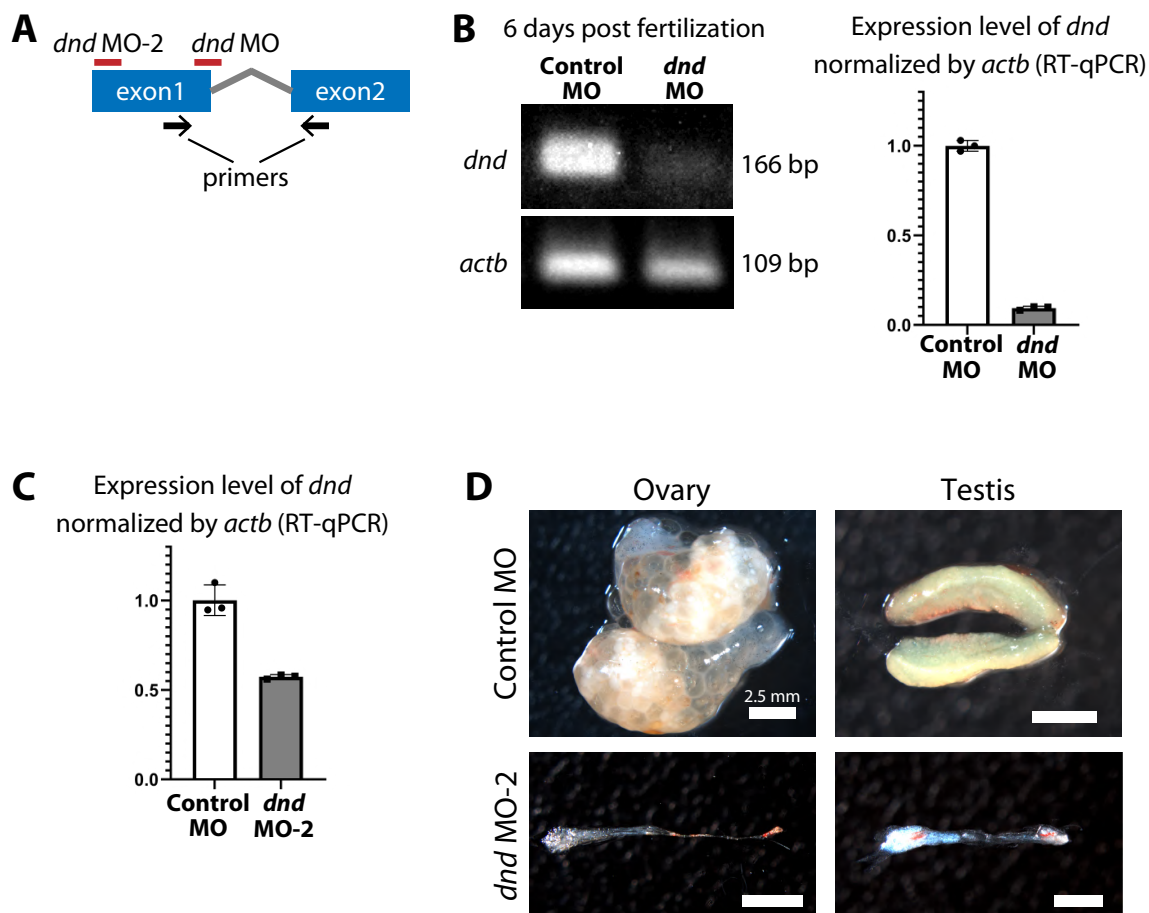

**Fig. S1. Validation of morpholino to *dnd*.** (A) Schematic illustration of the genomic structure of *dnd* gene. The *dnd* MO annealing sites are indicated by the red line. The primers used for validation are indicated by arrows. (B and C) RT-PCR and qPCR analyses of the *dnd* transcript using primers indicated in (A). RNAs were extracted from embryos injected with control MO, *dnd* MO (B), or *dnd* MO-2 (C) at 6 days post fertilization. A 166-bp band that corresponds to the normal transcript was produced in control but was reduced by the injection of *dnd* MOs. *actb* is used as the internal control. Bars and error bars represent mean  $\pm$  SD of technical triplicate. (D) Gonads of *N. furzeri* injected with control MO or *dnd* MO-2.

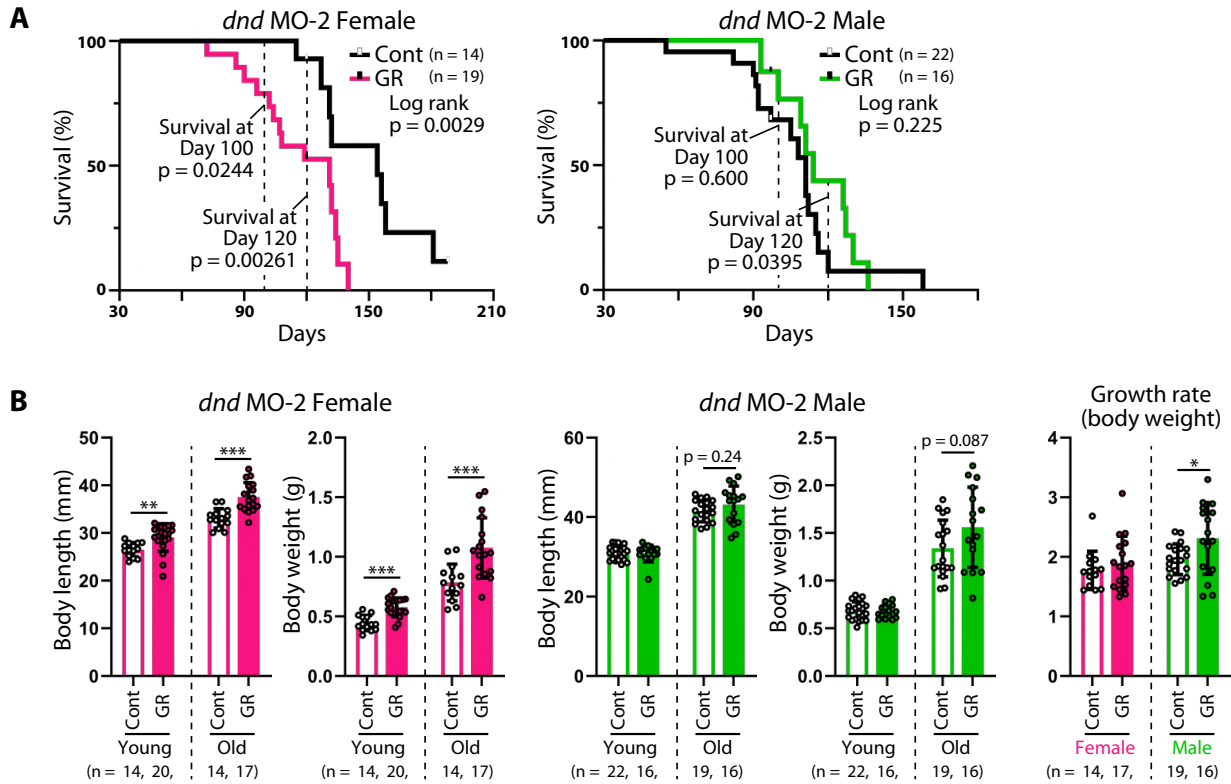

**Fig. S2. *dnd* MO-2 showed similar effects on lifespan and body size to those by *dnd* MO.** (A) Lifespan of control and germ-cell-removed *N. furzeri* injected with MO-2. (Left) Survival curves of control (Cont, black) versus germ-cell-removed female (GR, magenta). (Right) Survival curves of control (Cont, black) versus germ-cell-removed male (GR, green). (B) Quantification of body length and body weight of the control (Cont) and germ-cell-removed (GR) *N. furzeri* injected with *dnd* MO-2. The same individuals (excluding dead animals in old age) are used. The growth rate was calculated by dividing the body weight at the old age by that of the same individual at a young age. *P*-values are from Welch's *t*-test (\**P* < 0.05; \*\**P* < 0.01; \*\*\**P* < 0.001). Bars and error bars represent mean ± SD.

### Female liver 1.5 months GO BP up in GR

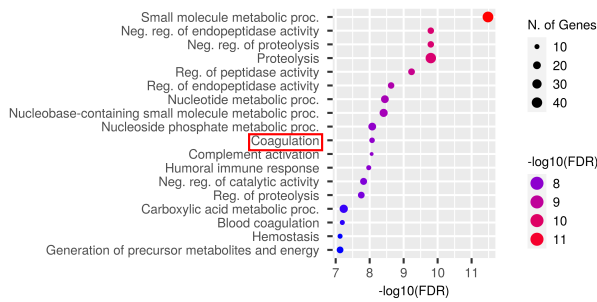

### Female liver 3 months GO BP up in GR

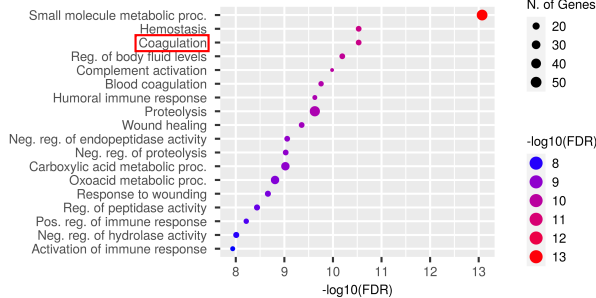

### Female liver 3 months GO BP down in GR

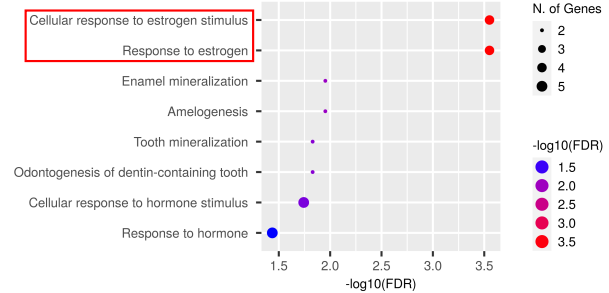

### Male liver 1.5 months GO BP up in GR

No significant enrichment (FDR<0.05)

### Male liver 1.5 months GO BP down in GR

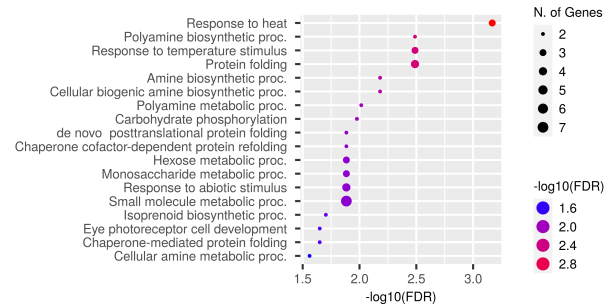

### Male liver 3 months GO BP up in GR

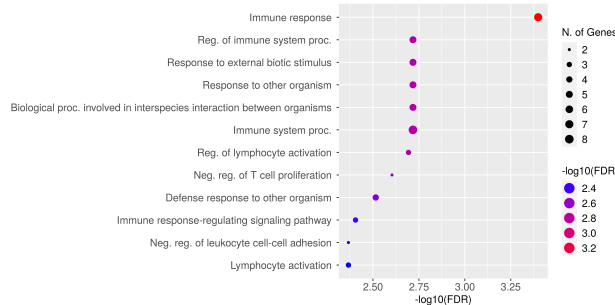

### Male liver 3 months GO BP down in GR

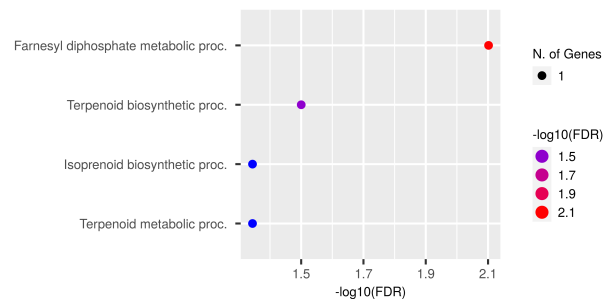

**Fig. S3. Germ-cell-removal downregulates estrogen signaling and upregulates the expression of coagulation-related genes in females but not in males.** Gene ontology (GO)-annotation analysis of the upregulated genes in the liver. BP, biological process. Cont, control. GR, germ-cell-removed. Red box indicates “Coagulation”, “Cellular response to estrogen stimulus” and “Response to estrogen”.

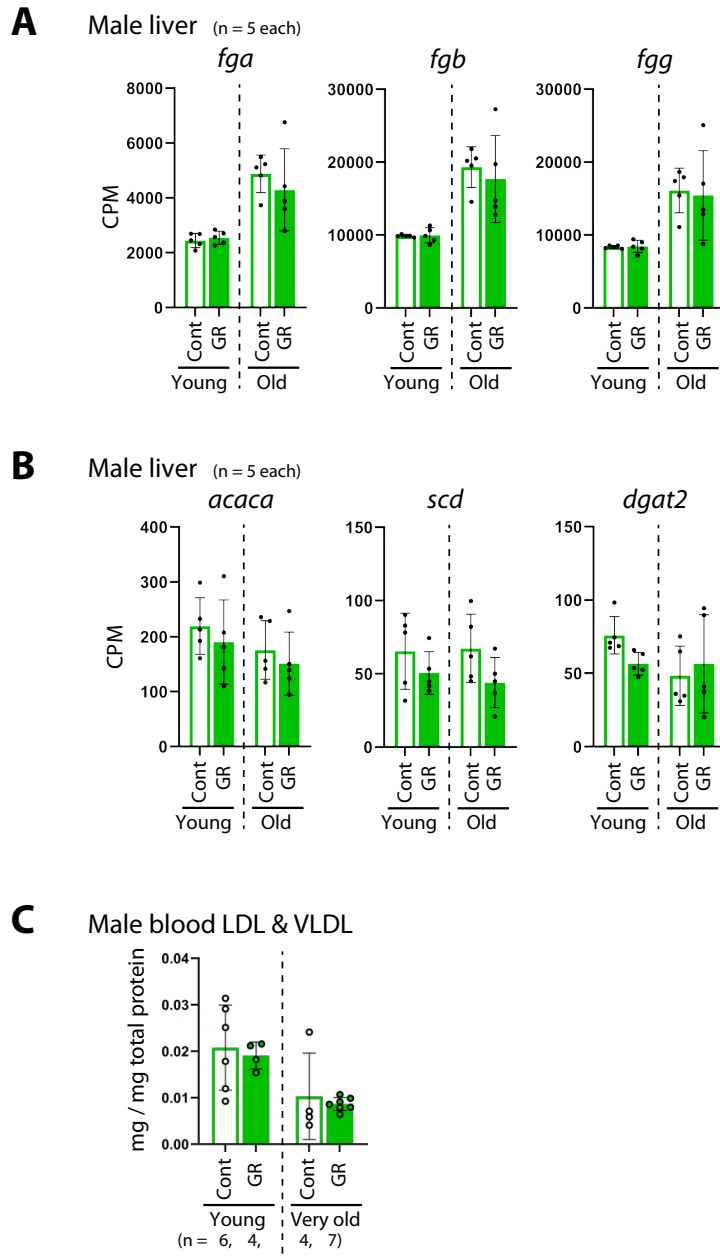

**Fig. S4. Germ-cell-removal does not affect the expression of genes involved in coagulation, fatty acid biosynthesis, triglyceride biosynthesis in the male liver, and LDL and VLDL levels in the male blood. (A)** Expression of fibrinogens, *fga*, *fgb*, and *fgg*, in the male liver by RNA sequencing (RNA-seq) analysis. **(B)** Expression of key genes involved in fatty acid biosynthesis (*acaca*) and triglyceride biosynthesis (*scd* and *dgat2*) in the male liver by RNA-seq analysis. CPM, count per million. **(C)** The sum of blood low-density lipoprotein (LDL) and very-low-density lipoprotein (VLDL) levels in males. Bars and error bars represent mean  $\pm$  SD. Cont, control. GR, germ-cell-removed.

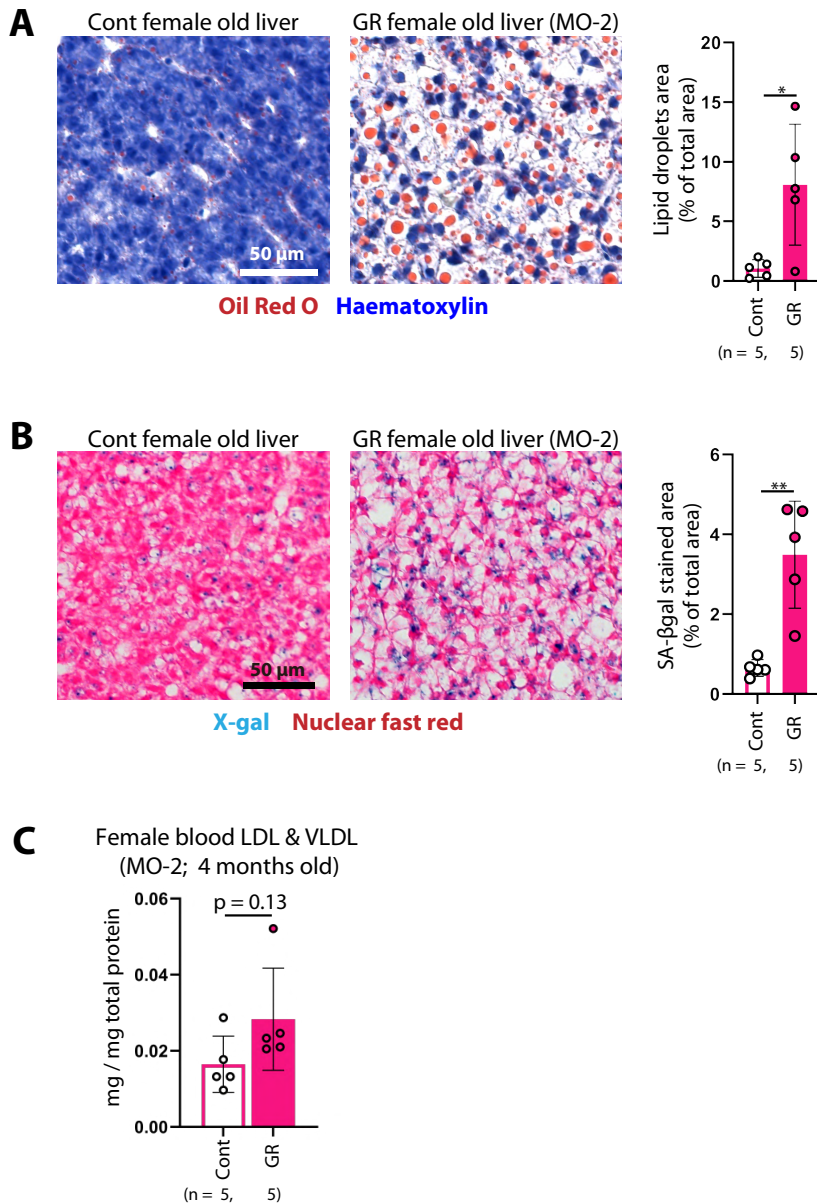

**Fig. S5. Phenotypes in the female liver and blood injected with *dnd* MO-2 are similar to those injected with *dnd* MO.** (A) Liver sections of old (3 months old) females stained with Oil Red O and counterstained with haematoxylin. (Right) Quantification of lipid accumulation in the liver. (B) Liver sections of old females (three months old) stained with senescence-associated beta-galactosidase (SA-βgal) and counterstained with nuclear fast red. (Right) Quantification of SA-βgal-stained area in the liver. (C) Sum of blood low-density lipoprotein (LDL) and very-low-density lipoprotein (VLDL) level in females at 4 months old. *P* values are from Welch's t-test (\**P* < 0.05; \*\**P* < 0.01) in (A, B, and C). Cont, control. GR, germ-cell-removed.

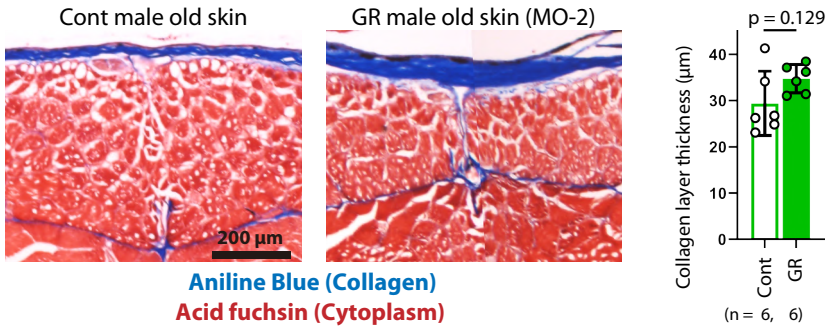

**Fig. S6. Skin phenotype of males injected with *dnd* MO-2 is similar to that injected with *dnd* MO.** Skin sections of old (three months) males injected with *dnd* MO-2 stained with Masson's trichrome stain. (Right) Quantification of the thickness of skin collagen fiber. *P* value is from Welch's t-test. Cont, control. GR, germ-cell-removed.

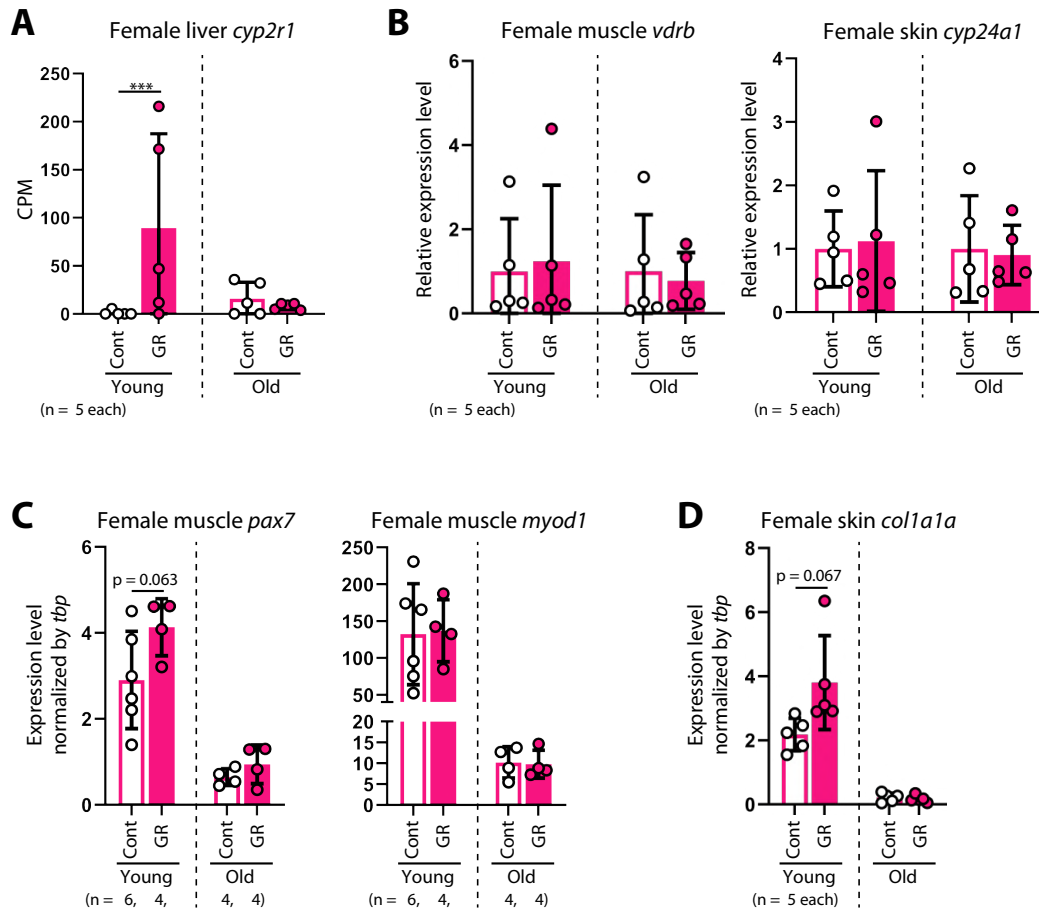

**Fig. S7. Germ-cell-removal does not affect vitamin D signaling in the female muscle and skin.** (A) Expression of vitamin D-activating enzyme, *cyp2r1*, in the female liver at young (1.5 months) and old (three months) age by RNA-seq analysis. CPM, count per million. FDRs are from quasi-likelihood methods in edgeR (\*\*\*FDR < 0.001). (B) Expression of vitamin D signaling target gene, *vdrb* in the female skeletal muscle and *cyp24a1* in the female skin at young (1.5 months) and old (three months) ages by RT-qPCR analysis. (C) Expression of muscle satellite cell marker genes (*pax7* and *myod*) in the female skeletal muscle by RT-qPCR analysis. (D) Expression of *colla1a* in the female skin at young (1.5 months) and old (three months) ages by RT-qPCR analysis. Bars and error bars represent mean  $\pm$  SD. *P* values are from Welch's t-test in (C and D). Cont, control. GR, germ-cell-removed.

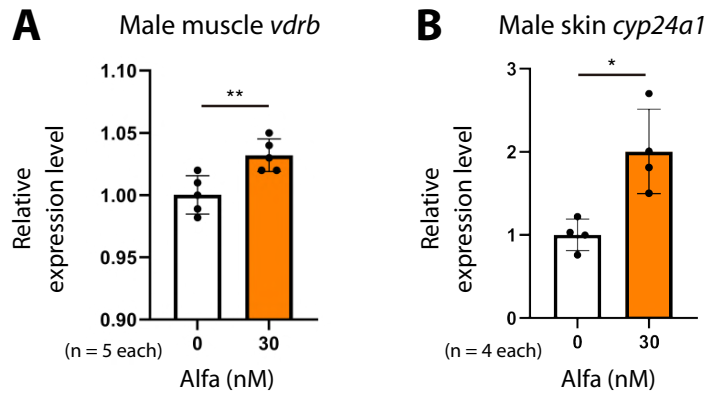

**Fig. S8. Treatment with alfacalcidol (alfa) increased the expression of vitamin D target genes.** (A) Expression of *vdrb* in the muscle of alfa-treated male at a young age by RT-qPCR analysis. (B) Expression of *cyp24a1* in the skin of alfa-treated male at a young age by RT-qPCR analysis. *P* values are from Welch's t-test (\**P* < 0.05; \*\**P* < 0.01).

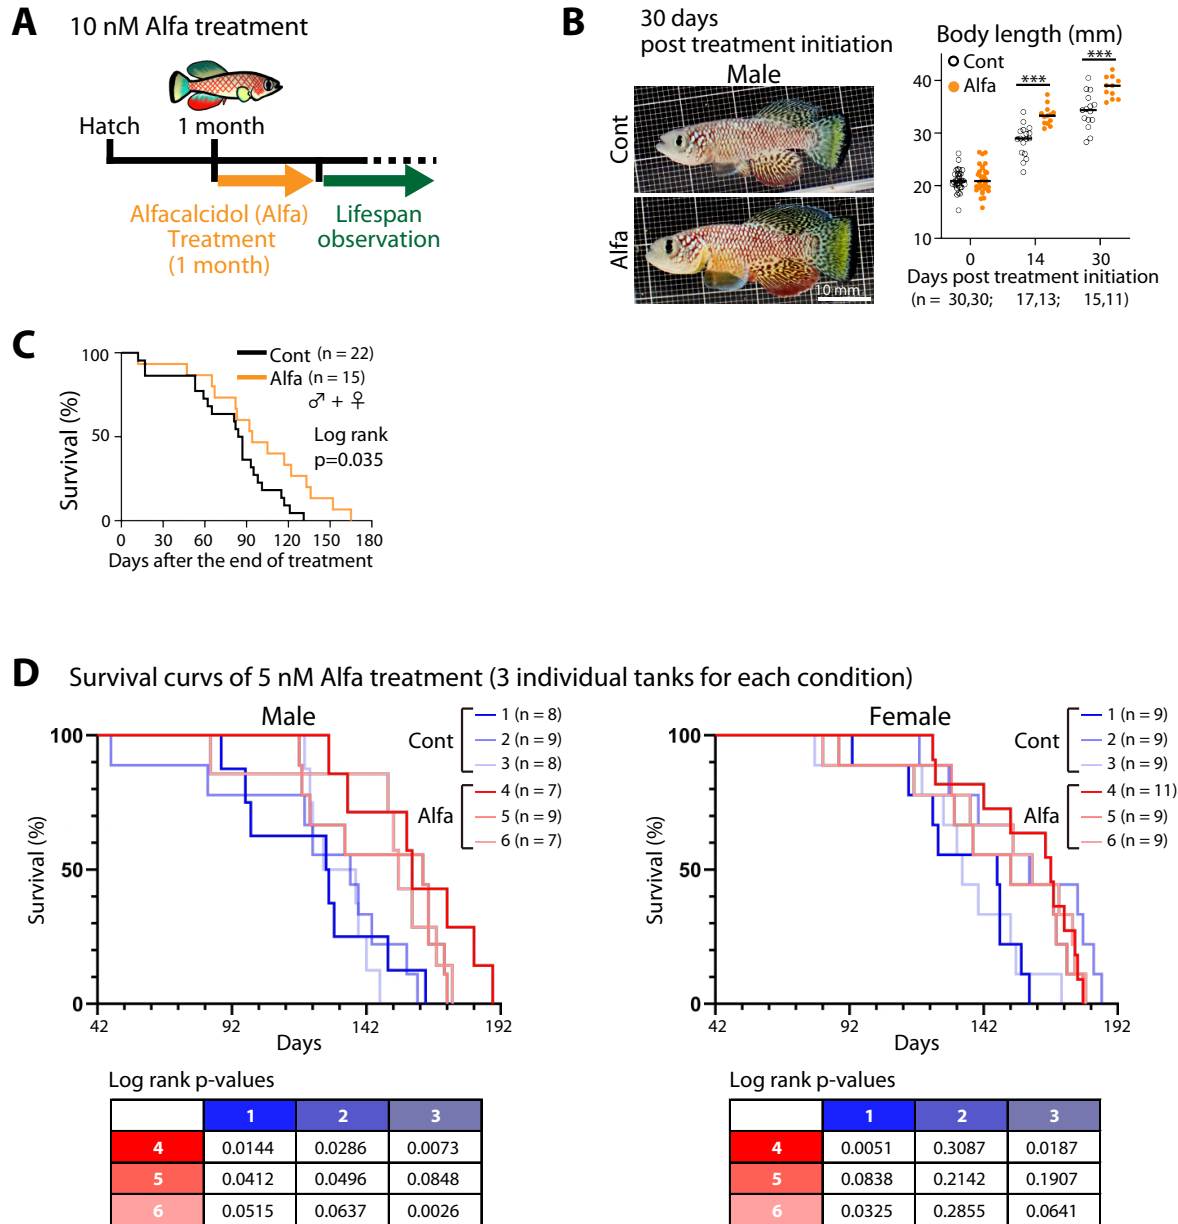

**Fig. S9. Treatment with alfacalcidol (alfa) reproducibly enhances somatic growth and extends lifespan.** (A) Schematic illustration of treatment with alfa (10 nM). (B) Representative images of alfa-treated males 30 days after the start of the treatment. (Right) Quantification of the body length of alfa-treated males from 0 to 30 days after the start of the treatment.  $P$  values are from Welch's t-test ( $***P < 0.001$ ). (C) The lifespan of control and alfa-treated *N. furzeri*. Results for males and females are mixed. Survival curves of control (black) versus alfa-treated animals (Orange). (D) The lifespan of control and alfa (5 nM)-treated *N. furzeri* in three individual tanks (data sets are the same as Fig. 4M and 4N). Survival curves of controls (Blue lines; 1–3) versus alfa-treated animals (Red lines; 4–6).  $P$ -values from the log-rank test are listed in the table below the survival curves.

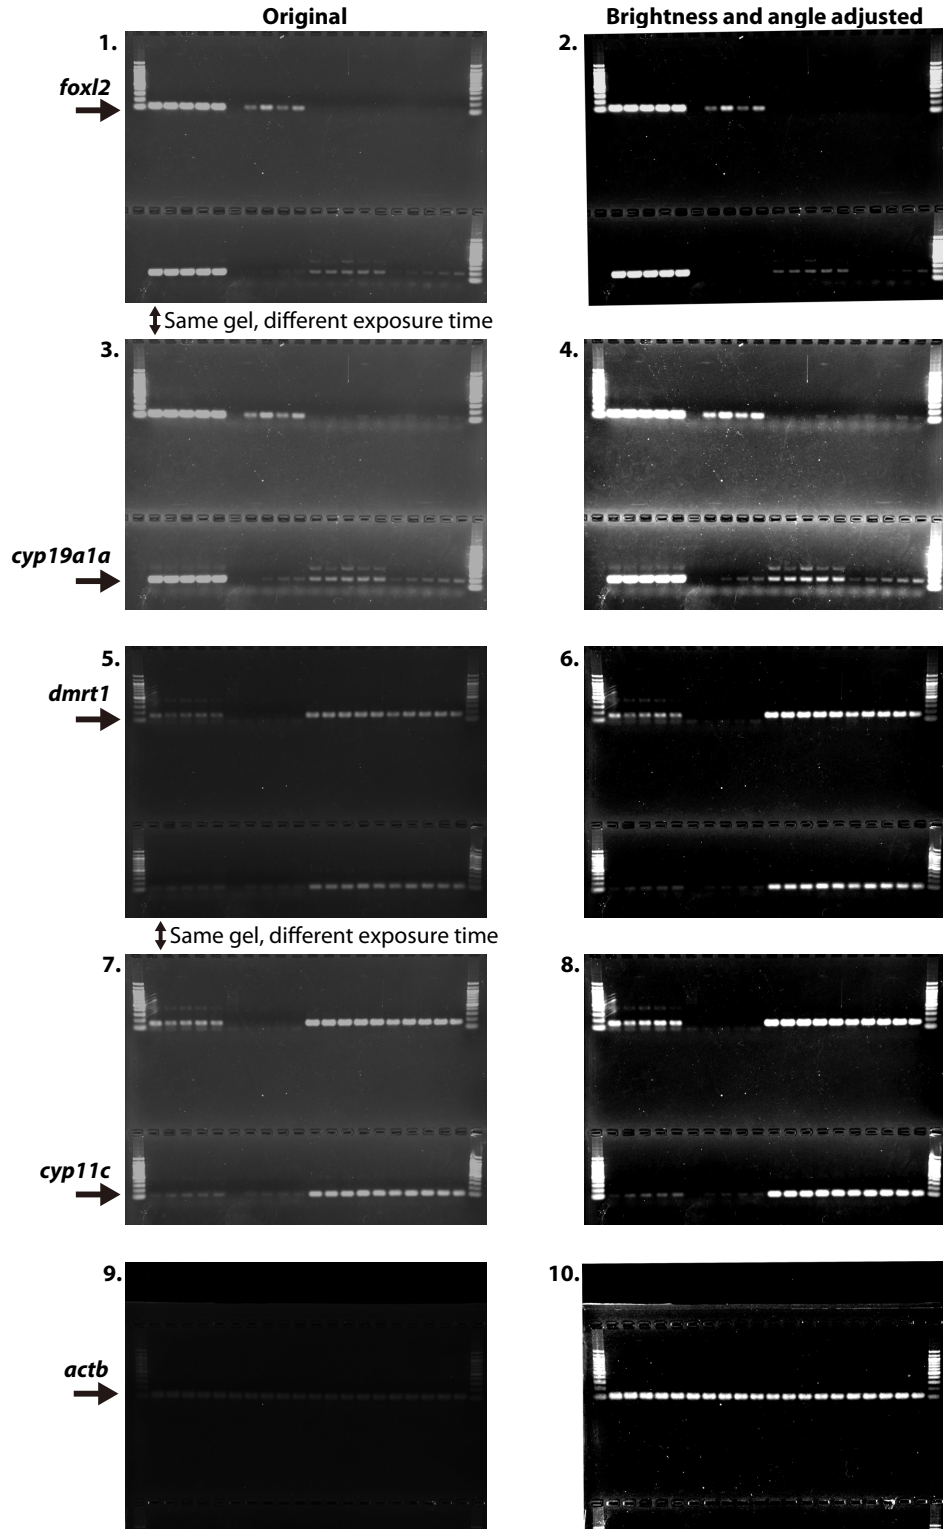

**Fig. S10. Whole gel images of Fig. 2B.** 1, 3, 5, 7, and 9 are original gel images for *foxl2*, *cyp19a1a*, *dmrt1*, *cyp11c*, and *actb*, respectively. 2, 4, 6, 8, 10 are brightness and angle-adjusted images.

**Supplementary Excel File 1. This file contains detailed information of GO analysis (statistics and gene names) in Fig. 3A and fig. S3.**

**Supplementary Excel File 2. 

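The DEG lists of the paper's Data file S2 were compared with the DEGs found here, by gene identifier. Of the paper's 383 DEGs in young female liver, 378 had at least 10 counts and were tested here, 369 were DEGs here, and all 378 changed in the same direction. Of the paper's 442 DEGs in old female liver, 435 were tested and 415 were DEGs here, and all 435 changed in the same direction. All 39 of the paper's DEGs in old female muscle and all 12 in old male muscle were tested and changed in the same direction. Of these, 10 and 0 were DEGs here, where 415 and 236 genes had an unadjusted p under 0.05. The male liver lists were not compared by gene, because the deposited male liver counts are shifted against the gene names.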

This file contains lists of differentially expressed genes (FDR<0.05) between control and germ-cell-removed animals in the liver and old muscle from RNA-seq analysis.**

**Supplementary Excel File 3. This file contains lists of oligonucleotides for each of the experiments performed in this work.**

**Supplementary Excel File 4. This file contains lists of data values used in graphs.**

How the deposited data were processed for this re-analysis (not part of the article)

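RNA from the livers and skeletal muscles of killifish was profiled by BRB-seq in 80 libraries, with 40 in the liver pool and 40 in the muscle pool, and 5 control and 5 germ cell–removed libraries of each sex at 1.5 and 3 months of age. The authors demultiplexed the pools, subsampled the reads of some libraries, trimmed and mapped them to the killifish genome, and deposited UMI counts per gene without normalization. Control livers of females (10 libraries), 4 muscle libraries and the 20 male livers were listed as not subsampled, and the other libraries as subsampled, whereas the paper's methods state that reads were sampled for female liver and for muscle. Depth ran from 28062 to 256671 counts in female livers, from 222229 to 1137242 in male livers and from 80573 to 221897 in muscle. A count of 3 was taken as the detection floor, which covers counting error only. In all 160 pairs of libraries within a group the counts differed by more than counting error (lowest chi-square per degree of freedom 1.46).

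The deposited table holds 20406 lines, of which 18529 carry a gene identifier. Female liver and all muscle columns fill the 18529 annotated lines, and the male liver columns fill all 20406, with 10.1 to 12.7% of their counts on the 1877 lines without identifier. The male liver counts are therefore shifted against the names. Lines for 7 genes were found by matching the per-animal values in Data file S4, and the other male liver lines were tested without a name. For this reason some planned tests were not run. These were the sex-by-treatment test across all liver genes and the direction of the sex difference in control liver. The planned fit of all 8 liver groups joined by gene name was also not run.

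Each sex, age and tissue was analysed on its own with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the package's default quasi-likelihood fit and test, a minimum of 10 counts in total over the 10 libraries compared, and a Benjamini-Hochberg adjusted p-value under 0.05. The paper names edgeR's quasi-likelihood method in Degust and an FDR under 0.05, and its text does not name the filter on low counts. The sex-by-treatment interaction in muscle used the 20 libraries of an age. Panel genes were given as CPM on TMM-scaled library sizes and compared by an exact two-sided permutation test over 252 arrangements. The difference between the sexes was tested on log2(CPM + 10) by permutation of residuals, with the sexes exchanged within each treatment (63504 arrangements), adjusted over 18 tests. Correlations used 100000 permutations and a random seed of 1. Gene lists were tested with camera and fry of limma 3.58.1, over 30 combinations of list and comparison. Tables were assembled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

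The comparisons by edgeR's test, the exact permutation tests within a sex, the gene lists, the rules for naming genes and the following alternatives were set before the data were examined. These were RLE size factors, plain library sizes, leaving out genes over 1% of any compared library, DESeq2 1.42.0's Wald test, edgeR's legacy fit, filterByExpr, every gene with at least 1 count, all 8 muscle groups in 1 fit, thinning every library to the smallest total, the replicate number as a block (replicate block), and leaving out each library in turn. Added after the data were seen were a fit of all groups with every gene with at least 1 count and the legacy fit together, male liver lines with an annotation alone, and, for the sex differences, log2(CPM + 1) and CPM relative to the median gene (germ cell–removed CPM divided by the fold change of the median gene of the same sex, age and tissue). The permutation of residuals between the sexes, changes relative to the median gene, the tests of abundant transcripts, of depth, of carry-over from the liver and the pancreas, of F13A1 (2 OF 2) against the liver and of fbxo32 with trim63, and the splits of the female livers were also chosen after the data were seen. The genes named are those in the paper's RNA-seq panels, the response-to-estrogen genes of Data file S1, ESR1, the vitellogenins and genes over 1% of a library, genes the paper measured by other assays, the 3 DEGs with the lowest adjusted p in each direction, and members of the gene lists. The lists were the coagulation and response-to-estrogen lists of Data file S1 and 3 lists from general knowledge, for the exocrine pancreas, proteins secreted by the liver, and skeletal muscle. A list for red cells matched fewer than 2 tested genes and was not tested.

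The test was tried on simulated data with the depth and dispersion of each comparison and 200 genes changed by a log2 fold change of 2. The changed genes were drawn only from those with at least 10 times the minimum count of the test. For the sex-by-treatment test this limit was higher still. The rates below therefore do not cover genes with few counts. For control against germ cell–removed libraries it called 90 to 99% of the changed genes, with 2.70 to 7.73% false calls, and 0 to 1 genes where nothing was changed. The sex-by-treatment test called 91% in young and 75.5% in old muscle, with 5.21 and 6.79% false calls. Replicate numbers were taken to pair the libraries where r between same-numbered control and germ cell–removed libraries was over 0.1 for every number, which held only in old male muscle (r = 0.166 to 0.501). There the replicate block also gave 0 DEGs (220 genes at an unadjusted p under 0.05), and it gave 3 sex-by-treatment genes in old muscle. GO term enrichment, the RT-qPCR, histology, lifespan and hormone data were not analysed here.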

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

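The permutation of residuals between the sexes, the tests of abundant transcripts and of depth below, the test of F13A1 (2 OF 2) against the liver and of fbxo32 with trim63 were chosen only after the results were seen.

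The change of 10 gene and age combinations in liver differed between the sexes by the permutation of residuals. In females it exceeded that in males by 1.37 and 2.11 on the log2 scale for fga, 1.41 and 2.15 for fgb, and 1.62 and 2.19 for fgg in young and old fish (adjusted p = 0.000142 to 0.000189, permutation test, higher in 5 of 5 germ cell–removed females than in any control). For acaca it was 1.44 and 2.02 (adjusted p = 0.0130 and 0.00106, permutation test), for scd in young fish 1.83 (adjusted p = 0.00416, permutation test), and for dgat2 in young fish 1.90 (adjusted p = 0.000324, permutation test). Relative to the median gene, 9 of the 10 kept their call, and acaca in young fish did not (1.03, adjusted p = 0.0710, permutation test). A first technical explanation is that abundant transcripts, such as the vitellogenins, fall in germ cell–removed females and release counts to every other gene. With the genes over 1% of a library left out of the fit, fga kept a log2 fold change of 1.33 and 1.95, acaca 1.11 and 1.94, scd 1.41 and dgat2 1.27 (the latter genes in young females), and all kept their calls, which argues against this as the whole cause. A second is that the control female livers had fewer counts than the germ cell–removed ones. With every library thinned to the smallest total, fga kept its call with 1.22 and 1.28 and scd in young females with 1.46, which argues against depth for these genes. The thinned values of acaca, 0.75 and 1.04, and of dgat2 in young females, 0.94, were no longer called, and since thinning also removes counts from the genes themselves, depth and germ cell removal cannot be told apart for them. Of the livers, those of germ cell–removed females alone were listed as subsampled, so subsampling coincides with treatment in female liver and an effect of it stays open, as does an effect of the sex. No GC content or gene length was tested.

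Among 88 groups of 5 libraries tested for 1 library far from the others, 6 had such a library, where chance gives 4.4. These were fgb in young female liver, control replicate 2 (3109 CPM), fgb in young male liver, control replicate 3 (11072 CPM), cyp2r1 in old male liver, control replicate 1 (82.1 CPM) and germ cell–removed replicate 1 (95.4 CPM), fbxo32 in old female muscle, germ cell–removed replicate 2 (67.4 CPM), and fbxo32 in old male muscle, control replicate 3 (62.1 CPM). The number is close to that of chance, and no technical or biological explanation was tested for the single libraries of fgb and cyp2r1. A state of single animals that moves both genes in either treatment would raise fbxo32 and trim63 together. They rose and fell together within the groups (Pearson's r = 0.705 over 40 libraries), less so in male (0.463) than in female muscle (0.776). Such a state may also lie behind part of the difference of fbxo32 in old female muscle. What the state would be was not tested.

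Young female muscle, for which the paper's Data file S2 holds no list, had 3 DEGs among 4696 genes, with 391 at an unadjusted p under 0.05. OL-VIT1 was at least 27.8-fold lower in germ cell–removed fish (adjusted p = 0.0111, edgeR's quasi-likelihood test, range over the alternatives 1.79e-63 to 0.0156), and lost its call without each germ cell–removed replicate (0.147, 0.203, 0.125, 0.131 and 0.0573). ACTC1A was higher (log2 fold change 1.35, adjusted p = 0.0117, range 2.6e-09 to 0.350), and lost its call with all 8 groups in 1 fit and without control replicate 1 (0.0725), 3 (0.0529) or 4 (0.0843) or germ cell–removed replicate 2 (0.0927) or 3 (0.118). F13A1 (2 OF 2) was at least 9.56-fold lower (adjusted p = 3.28e-06, range 2.35e-30 to 0.000442) and kept its call in every fit. There were 5 DEGs without control replicate 2 and 1 without germ cell–removed replicate 2 or 3. Only the real split, 1 of 100 splits of the 10 libraries, gave as many genes, and the largest other split gave 2. With every gene with at least 1 count tested, 20 of 50 splits gave at least the 72 genes of the real one. The largest other split then gave 114. The number of genes therefore argues against an arbitrary grouping with the main filter only. RNA carried over from the liver does not account for F13A1 (2 OF 2), which had 0 counts in the 541050 of young and the 333271 of old control female livers (an allowed share of up to 0.000554% and 0.0009%) and took 0.0214 and 0.0286% of the counts of control female muscle. In old muscle its mean was 286 CPM in control females, 2.01 in germ cell–removed females and 2.99 in males (plain library sizes). RNA from an organ that was not sequenced and a difference in the muscle or its cells both stay open and were not tested.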

How the results depend on the processing

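Chosen only after the results were seen were the tests with all groups, every gene with at least 1 count and the legacy fit together, those on male liver lines with an annotation alone, and those of the sex differences on log2(CPM + 1) and relative to the median gene. Among single genes, 838 of 897 values under the other settings kept their direction and side of the threshold, 20 lost a call, 16 gained one and 23 changed direction. Among counts of DEGs, panel values, shares and sex differences, 181 of 218 stayed, 35 moved, 1 lost a call and 1 changed direction. The lost call was the sex difference of acaca in young liver, 1.03 relative to the median gene (adjusted p = 0.0710, permutation test). With 1 library left out, 852 of 948 and 537 of 620 values stayed. The planned tests that needed names for male liver genes were not run. These were the sex-by-treatment test of all liver genes and the direction of the sex difference in control liver. The fit of all 8 liver groups joined by gene name was not run either. The depth of control female livers limits genes with few counts, such as acaca, dgat2 and cyp2r1.

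The number of DEGs in young female liver was 804 with plain library sizes, and 268 with thinned libraries, and that in old female liver was 247 with thinned libraries, which hold fewer counts and so test fewer genes. In young male liver there was 1 DEG with genes over 1% of a library left out, with the legacy fit and with thinned libraries, 2 with DESeq2's Wald test and 5 with the replicate block. Testing every gene with at least 1 count gave 128 and 47 DEGs in young and old male liver, 72 and 45 in young and old female muscle, 6 and 11 in young and old male muscle, and 8 and 15 sex-by-treatment genes in young and old muscle. The replicate block gave 4 DEGs in old male liver, where r between same-numbered libraries was 0.0580 to 0.559 (mean 0.233, against −0.0571 for other numbers), 47 and 17 in young and old female muscle, 1 in young male muscle (r = 0.0170 to 0.0783), and 1 and 3 sex-by-treatment genes in young and old muscle. In young female muscle DESeq2's Wald test gave 20, the legacy fit 5 and the fit of all 8 groups 15. In old female muscle filterByExpr gave 3, from 1102 genes. In young male muscle there was 1 DEG with genes over 1% left out and 6 with the legacy fit, and DESeq2's Wald test gave 2 sex-by-treatment genes in old muscle. The fit of all groups with every gene with at least 1 count and the legacy fit together, added after the data were seen, gave 90 and 76 in male liver, 65 and 39 in female muscle, and 4 and 12 in male muscle. Male liver lines with an annotation alone gave 0 DEGs in young and 0 in old fish (697 and 374 genes at an unadjusted p under 0.05). Apart from the thinned libraries and filterByExpr, the cause was not tested.

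The log2 fold change of fgg in old male liver was 0.0041 with RLE size factors, 0.0041 with DESeq2 and 0.0074 with filterByExpr. That of trim63 in young female muscle was 0.036 with DESeq2, 0.027 with the legacy fit, 0.072 with the replicate block and 0.028 with the setting added later. LMAN1 in young female muscle was −0.017 with RLE size factors, −0.026 with plain library sizes, −0.0097 with genes over 1% left out, −0.060 with DESeq2, −0.024 with the legacy fit, −0.035 with every gene, −0.045 with all 8 groups, −0.68 with thinned libraries and −0.086 with the replicate block. In young male muscle fbxo32 was −0.028 with plain library sizes. In old male muscle ESR1 was −0.054 with plain library sizes and −0.0036 with DESeq2, AGXTB −0.033 and FBP1B −0.038 with plain library sizes, FBP1B −0.30 and SERPINC1 0.14 with thinned libraries. The sex difference of cyp2r1 in old liver was 0.38 on log2(CPM + 1), chosen after the data were seen. The cause was not tested.

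With each library left out in turn, the number of DEGs ranged from 281 to 430 in young female liver, 0 to 15 in young male liver, 1 to 5 in young female muscle, 6 to 20 in old female muscle and 0 to 4 in young male muscle, and the number of sex-by-treatment genes from 0 to 2 in young and 0 to 1 in old muscle. In these fits the log2 fold change ranged from −0.052 to 0.083 for fgb in young male liver, −0.024 to 0.091 for fgg in young male liver, −0.24 to 0.019 for fgb in old male liver, −0.22 to 0.12 for fgg in old male liver, −0.34 to 0.0095 for acaca in old male liver, −0.17 to 0.51 for dgat2 in old male liver and −2.13 to 2.38 for cyp2r1 in old male liver. In muscle it ranged from −0.22 to 0.29 for trim63 in young female muscle, −0.082 to 0.20 for LMAN1 in young female muscle, −0.16 to 0.47 for fbxo32 in young male muscle, −0.47 to 0.053 for trim63 in young male muscle and −0.48 to 0.11 for LMAN1 in young male muscle. In old male muscle it ranged from −0.14 to 1.12 for fbxo32, −0.54 to 0.38 for ESR1, −0.18 to 0.68 for AGXTB, −0.49 to 0.76 for FBP1B and −1.30 to 0.41 for SERPINC1, and the difference of trim63 between the sexes in young muscle from −0.38 to 0.21. The difference of mean CPM (germ cell–removed minus control) ranged from 52.0 to 102 for cyp2r1 in young female liver, 56.6 to 91.3 for dgat2 in old female liver, −312 to 655 for fgb in young male liver, −109 to 596 for fgg in young male liver, 72.3 to 129 for cyp2r1 in young male liver, −977 to −159 for fga in old male liver, −3072 to 271 for fgb in old male liver, −2355 to 1159 for fgg in old male liver, −37.6 to 0.164 for acaca in old male liver, −0.723 to 20.8 for dgat2 in old male liver and −13.7 to 19.7 for cyp2r1 in old male liver. In muscle it ranged from −19.6 to 28.2 for trim63 in young female muscle, −0.414 to 10.3 for fbxo32 in young male muscle, −24.5 to 13.6 for trim63 in young male muscle, −5.40 to 11.9 for fbxo32 in old male muscle and −25.7 to 0.606 for trim63 in old male muscle. The difference in the share of genes over 1% ranged from −0.613 to 0.380 percentage points in young male liver, −1.71 to 0.168 percentage points in young female muscle and −0.164 to 0.897 percentage points in young male muscle, and that of the vitellogenins from −0.0917 to −0.0333 in young female muscle and −0.665 to −0.282 in old female muscle.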

Differences from the paper's values

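The paper's DEG list of young male liver holds 72 genes and 0 were called here, with 774 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap, with 128 DEGs when every gene with at least 1 count was tested and 0 to 15 under the others, the latter without germ cell–removed replicate 1. The paper's list of old male liver holds 57 genes and 0 were called here (404 at an unadjusted p under 0.05). Testing every gene with at least 1 count gave 47, which is within 1.5 times the paper's count, and none of the other alternatives set before the data were examined did. The paper states 39 DEGs in old female muscle and 10 were called here. Testing every gene with at least 1 count gave 45, and none of the other alternatives set before the data were examined came within 1.5 times, with 3 to 20 DEGs. The paper's list of old male muscle holds 12 genes and 0 were called here (236 at an unadjusted p under 0.05). Testing every gene with at least 1 count gave 11, and the other alternatives set before the data were examined gave 0.

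After the values were seen, 73 comparisons of a fit with a list of Data file S2 were made. A fit of all 8 muscle groups with every gene with at least 1 count and edgeR's legacy fit, chosen after seeing the values, gave the paper's 39 genes in old female muscle and its 12 genes in old male muscle exactly. With the 4 groups of a sex in 1 liver fit, the same filter and fit, also chosen after seeing the values, gave 90 and 76 DEGs in young and old male liver, and the same filter and fit on the 2 groups alone gave 106 and 58. A fit of all 8 liver groups by line, in which the male counts are shifted, gave 55 and 52 in male liver. In young and old female liver it gave 1483 and 2480, against 383 and 442 in the paper's lists. Other filters and dispersions were tried after the values were seen. Tagwise dispersion on the 2 groups, every gene with at least 1 count, or at least 1 CPM in 2 libraries gave 29 to 43 DEGs in old female muscle. The latter filters gave 10 to 15 in old male muscle. The other fits, with at least 10 counts in total, gave 4 to 19 in old female muscle. All fits with at least 10 counts gave 0 in old male muscle.

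The paper marks fbxo32 and trim63 as lower in old germ cell–removed female muscle, with reported FDR values of 9.14e-08 and 0.00101. Here their log2 fold changes of −2.63 and −1.31 had adjusted p-values of 0.416 and 0.597 by edgeR's quasi-likelihood test. Testing every gene with at least 1 count called both (6.09e-10 and 0.000119), the replicate block called fbxo32 (0.0146), and the fit of all 8 groups chosen after seeing the values called both (9.14e-08 and 0.00101). Over all alternatives the adjusted p ranged from 6.09e-10 to 1.00 for fbxo32 and from 0.000119 to 1.00 for trim63. The paper lists cyp2r1 as higher in young germ cell–removed male liver, with a reported FDR of 0.00473. Here its log2 fold change of 1.03 had an adjusted p of 0.510 by edgeR's test. Testing every gene with at least 1 count called it (3.23e-06), as did the fit of the 4 male groups chosen after seeing the values (0.00079), in a range of 3.23e-06 to 0.999. The paper states that scd was up-regulated in females, and in old females its log2 fold change of 0.56 was not called here (adjusted p = 0.576, edgeR's test), nor is it in the paper's list for that age.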

Other observations

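The tests of carry-over from the liver and the pancreas, of fbxo32 with trim63, and the splits of the female livers were chosen only after the results were seen.

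Other splits of the same 10 libraries into 5 and 5 were counted for each number of DEGs, with 100 of the 126 possible splits drawn. In young and old female liver, 1 and 1 of 100 splits, the real one, gave as many genes, and the largest other split gave 1 and 6, which argues against an arbitrary grouping of the animals. In old female muscle 5 of 100 splits gave at least 10 genes, with 28 in the largest other split, so the number of genes alone does not tell the treatment from an arbitrary grouping. Of the DEGs, 2 were also DEGs in the same direction in young female muscle, where 0.0054 are expected by chance, which argues against an arbitrary grouping for these 2. In young and old male liver and young and old male muscle 0 genes were called. Every split gives at least 0 genes, so the 100 of 100 splits with as many cannot test the grouping. Other splits gave up to 54, 41, 6 and 29 genes. For the sex-by-treatment genes of young and old muscle, 0 were also called. The 50 of 50 exchanges with as many cannot test the grouping there, for the same reason.

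When every gene with at least 1 count was tested, the real split was the only 1 of 50 with as many genes in young and in old female liver (1 and 1). It was 1 of 3 in young male liver (128 genes, with 204 in the largest other split), of 22 in old male liver, of 20 in young female muscle, of 8 in old female muscle (45 genes, with 79 in the largest other split), of 17 in young male muscle and of 47 in old male muscle. With this filter 49 of the 49 other splits gave at least 1 gene in each of the 6 latter comparisons. The fit of all 8 muscle groups, chosen after the data were seen, gave 39 genes in old female muscle, and 3 of 25 splits gave as many, with a median of 15.5 and at most 61 in the others. Of the 24 other splits, 8 called fbxo32, 4 called trim63 and 4 called both. In old male muscle 24 of 25 splits gave at least the 12 genes of the real one. For this fit the number of splits was cut from 50 to 25 to save time. This was done after the results with 50 had been seen, and the reading stayed the same.

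Transcripts of the 3 vitellogenins took 0.0751 ± 0.0975% of the counts of young and 0.538 ± 0.602% of old control female muscle, and 0.000749% and 0.000321% in germ cell–removed females (exact two-sided permutation test, p = 0.007937, n = 5 per group). Without any 1 germ cell–removed library the exact permutation p was 0.127 in young and 0.0556 in old females. Without control replicate 1 in young and control replicate 3 in old females the difference was −0.0333 and −0.282 percentage points. RNA carried over from the liver is a candidate explanation. If it were the cause, the 3 vitellogenins and the liver-secreted genes would rise together across control female muscles, and they did, as deviations from the mean of each age (Pearson's r = 0.926, permutation p = 0.00068, Spearman's rho = 0.927, permutation p = 0.00105, n = 10, and r = 0.900 without the 2 farthest libraries). With OL-VIT1 alone r was 0.929 (permutation p = 0.00047). The share of liver RNA needed was 0.346 ± 0.449% by the 3 vitellogenins and 0.367 ± 0.352% by the liver-secreted genes in young and 2.82 ± 3.16% and 1.26 ± 1.47% in old females. Uptake of vitellogenin-expressing cells or expression in muscle was not tested. VTG3 in old female muscle, at least 5.66-fold lower (adjusted p = 0.0249, edgeR's test, range over the alternatives 1.44e-19 to 0.0471), lost its call without control replicate 2 or 5 or any germ cell–removed replicate (0.0681 to 0.139).

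The exocrine pancreas list was lower in old germ cell–removed female muscle, with 11 of 11 genes lower (camera adjusted p = 5.93e-24, fry adjusted p = 0.0706, so the call does not hold under fry), 1 a DEG and 11 when adjusted over the list alone. Its share fell from 0.129 ± 0.0754% to 0.0305 ± 0.0217% (exact two-sided permutation test, p = 0.0397, n = 5 per group). RNA carried over from the pancreas is a candidate explanation. Across 11 enzymes, which are not independent replicates, their shares in old female muscle followed those in old female liver (Pearson's r = 0.982, Spearman's rho = 0.991, permutation p = 1e-05, the smallest these permutations can give). In female liver the pancreas list was higher by camera (adjusted p = 2.1e-05 in young and 0.0112 in old) and not by fry (0.278 and 0.357). In young females 13 of 13 genes were higher, with 11 DEGs and 13 when adjusted over the list alone, and the share was 4.24 ± 1.18% in control and 9.50 ± 5.42% in germ cell–removed liver (exact two-sided permutation test, p = 0.0317, n = 5 per group). In old females 12 of 13 were higher, with 2 DEGs and 11 when adjusted over the list alone, and the share was 2.38 ± 0.864% and 4.10 ± 1.98% (exact two-sided permutation test, p = 0.135, n = 5 per group). The cause in the liver was not tested.

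The list of proteins secreted by the liver, 14 genes of which 4 are lines of the fibrinogens, was higher in germ cell–removed female liver, with 14 of 14 genes higher at either age, 12 and 11 DEGs, 14 and 12 when adjusted over the list alone (fry adjusted p = 2.13e-05 and 1.69e-05), and a share of 3.32 ± 0.248% against 15.0 ± 1.95% in young and 3.61 ± 0.616% against 14.1 ± 0.723% in old females. The separate response-to-estrogen lists of lower and of higher genes in Data file S1 were picked by the paper from these libraries. They had 3 of 3 genes lower and 4 of 4 higher at either age. The skeletal muscle list, with 7 genes, did not change in any muscle comparison (fry adjusted p = 0.539 to 0.915).

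Among the DEGs with the lowest adjusted p in female liver were CT027762.3 (log2 fold change 3.19 in young and 3.02 in old females), AHSG (2.17) and TFA (2.16) in young, and Nfu_g_1_001220 (4.30) and Nfu_g_1_011545 (2.64) in old females, and Nfu_g_1_008280 (−9.37) in young females.

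Some genes that the paper measured by RT-qPCR are in the RNA-seq counts. IGF1 (Nfu_g_1_011897) had 10 counts over the 10 young and 17 over the 10 old female livers (adjusted p = 0.736 and 0.307, edgeR's test), too few to detect a change. CYP24A1 had a log2 fold change in female liver of 1.40 in young (standard error 0.48, adjusted p = 0.0615, edgeR's test) and 2.15 in old fish (standard error 0.36, adjusted p = 3.40e-06). VDRB was −0.46 and −0.26 and not called. COL1A1A was 1.61 in young (standard error 0.45, adjusted p = 0.0146) and 1.48 in old female liver (adjusted p = 0.343), and 0.33 in young female muscle (adjusted p = 0.567). ACTB (1 OF 2) was 1.15 (adjusted p = 3.32e-07) and 0.92 (adjusted p = 0.00793) in female liver. PAX7 (1 OF 2) had 0 counts in female liver and 2 to 12 over the 10 libraries of a muscle comparison, and MYOD1 (2 OF 2) 0 and 9 to 22. CYP19A1A had 0 counts.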
